# A conserved YAP/Notch/REST network controls the neuroendocrine cell fate in the lungs

**DOI:** 10.1038/s41467-022-30416-2

**Published:** 2022-05-16

**Authors:** Yan Ting Shue, Alexandros P. Drainas, Nancy Yanzhe Li, Sarah M. Pearsall, Derrick Morgan, Nasa Sinnott-Armstrong, Susan Q. Hipkins, Garry L. Coles, Jing Shan Lim, Anthony E. Oro, Kathryn L. Simpson, Caroline Dive, Julien Sage

**Keywords:** Tumour heterogeneity, Differentiation, Regeneration, Cell signalling

## Abstract

The Notch pathway is a conserved cell-cell communication pathway that controls cell fate decisions. Here we sought to determine how Notch pathway activation inhibits the neuroendocrine cell fate in the lungs, an archetypal process for cell fate decisions orchestrated by Notch signaling that has remained poorly understood at the molecular level. Using intratumoral heterogeneity in small-cell lung cancer as a tractable model system, we uncovered a role for the transcriptional regulators REST and YAP as promoters of the neuroendocrine to non-neuroendocrine transition. We further identified the specific neuroendocrine gene programs repressed by REST downstream of Notch in this process. Importantly, we validated the importance of REST and YAP in neuroendocrine to non-neuroendocrine cell fate switches in both developmental and tissue repair processes in the lungs. Altogether, these experiments identify conserved roles for REST and YAP in Notch-driven inhibition of the neuroendocrine cell fate in embryonic lungs, adult lungs, and lung cancer.

## Abstract (web summary)

Notch signaling is known to control neuroendocrine fate in the lungs. Shue and colleagues further identify the REST and YAP transcriptional regulators as key components of the Notch signaling pathway in the control of the neuroendocrine cell fate in lung development, lung injury response, and small-cell lung cancer.

## Introduction

Cell fate decisions are critical to ensure proper organ development during embryogenesis and homeostasis in adult organisms. Accordingly, defects in signaling pathways regulating cell fate are associated with developmental disorders and diseases such as cancer. The Notch signaling pathway serves as a paradigm in studies of cell fate control (reviewed in refs. ^1–5^). Schematically, in this cell–cell communication pathway, ligand molecules expressed on the surface of cells activate receptors on neighboring cells, resulting in receptor cleavage and the nuclear translocation of the NOTCH intra-cellular domain (NICD), which acts as a transcriptional regulator with its DNA binding partner RBP-J. NICD targets include regulators of the cell cycle, cell survival, and cell differentiation (reviewed in refs. ^6,7^). Despite a large number of studies, however, the mechanisms by which Notch signaling is regulated and how it controls cell fate changes are still only partly understood.

The control of the neuroendocrine (NE) cell fate in the lung epithelium has provided a model to investigate Notch signaling in vivo (reviewed in refs. ^8–11^). During embryonic development, ligand-expressing epithelial cells accumulate expression of ASCL1 (Achaete-Scute Family BHLH Transcription Factor 1) while activation of NOTCH receptors and their transcriptional target HES1 (Hes Family BHLH Transcription Factor 1) in neighboring cells results in ASCL1 downregulation and inhibition^12–14^. ASCL1 is a key activator of NE gene programs, including genes such as *Calca* coding for the calcitonin gene-related peptide CGRP^15–17^. Thus, ligand-high Notch-inactive cells express ASCL1 and give rise to NE cells while receptor-high Notch-active cells lose ASCL1 expression and give rise to non-NE lung epithelial cells^15,18–21^. A similar process is at play in the adult lung following injury where Notch activation in a subset of NE cells promotes the generation of non-NE epithelial cells such as club cells^22–24^.

Remarkably, accumulating evidence indicates that developmental processes involving Notch signaling and decisions between NE and non-NE cell fates are also at play in small-cell lung cancer (SCLC), an aggressive and early disseminating form of lung cancer characterized by resistance to multiple therapeutic approaches and dismal survival rates (reviewed in ref. ^25^). In mouse models, ASCL1 is critical for the initiation of SCLC^16,26^. SCLC cells can switch from a NE state to non/less-neuroendocrine (non-NE) states in response to various signals, and these non-NE states can affect the metastatic ability of SCLC cells as well as their response to chemotherapy^27–30^. In particular, mouse and human SCLC cells can acquire non-NE features upon activation of Notch signaling^29^. Notch-active non-NE SCLC cells lose the expression of classical NE markers, and express high levels of NICD targets such as HES1 and REST (RE1-silencing transcription factor, also known as neuron-restrictive silencer factor, NRSF). These HES1^high^ non-NE SCLC cells are inherently more resistant to chemotherapy and also support the growth of NE SCLC cells in the tumor microenvironment^29^. Other transcription regulators associated with loss of classical NE features in SCLC include YAP, POU2F3, ATOH1, and MYC^31–37^. But how these factors control NE and non-NE cell states and how they possibly connect with Notch signaling remains poorly understood in SCLC and during development.

Here we seek to further investigate conserved molecular networks around Notch implicated in the transition from NE to non-NE cell states. We identify REST and YAP as key transcriptional regulators of this transition in multiple contexts. In SCLC, REST represses a set of neuroendocrine genes largely distinct from ASCL1 targets and is required for the complete repression of the NE program when SCLC cells transdifferentiate into a non-NE club cell-like fate. In non-cancer contexts, deletion of *Rest* results in a higher number of PNECs specified during early lung development and a delay in NE to non-NE transition following repair after lung injury with naphthalene. Similarly, YAP is also found to be antagonistic to the neuroendocrine fate. When YAP is deleted following lung injury, PNECs are unable to transdifferentiate to the non-NE fate to replenish the epithelium of the airways. These findings provide further insights into the molecular mechanisms by which Notch signaling controls cell fate transitions in vivo.

## Results

### HES1-high non-NE SCLC cells have features of club cells

To better characterize Notch-active HES1^high^ non-NE SCLC cells, we sought to compare their transcriptional profile to that of HES1^low^ NE SCLC cells. To this end, we conducted RNA-seq on cancer cell populations isolated by flow cytometry from *Rb/p53/p130* triple knockout (*TKO*) tumors growing in the lungs of *Rb*^*fl/fl*^;*p53*^*fl/fl*^;*p130*^*fl/fl*^;*Hes1*^*GFP/+*^ mice following intra-tracheal instillation of an adenovirus expressing Cre (Ad-CMV-Cre). In these *TKO;Hes1*^*GFP/+*^ tumors, a green fluorescent protein (GFP) reporter is expressed from the regulatory regions of the endogenous *Hes1* gene (Fig. 1a and Supplementary Fig. 1a). The transcriptomic analysis showed clear separation between GFP^high^ and GFP^neg^ SCLC cells by principal component analysis (PCA) (Supplementary Fig. 1b). We identified 2518 upregulated and 2017 downregulated genes with corrected *p*-value < 0.05 and log2-fold change of >1.0 and <−1.0 (Supplementary Fig. 1c and Supplementary Data 1). Gene set enrichment analysis (GSEA) confirmed Notch pathway enrichment in the GFP^high^ cells (Supplementary Fig. 1d). Gene ontology (GO) term analysis of the differentially expressed genes showed downregulation of NE differentiation in GFP^high^ cells, with upregulation of programs involved in cell adhesion, collagen-containing extracellular matrix, blood vessel morphogenesis and inflammation (Supplementary Fig. 1e, f and Supplementary Data 2). GFP^high^ cells also expressed lower levels of genes typically associated with pulmonary neuroendocrine cells (PNECs) and higher levels of markers commonly expressed in non-NE epithelial cells such as ciliated cells, club cells, and alveolar type 1 (AT1) and type 2 (AT2) cells compared to GFP^neg^ NE SCLC cells (Fig. 1b).

**Fig. 1:**
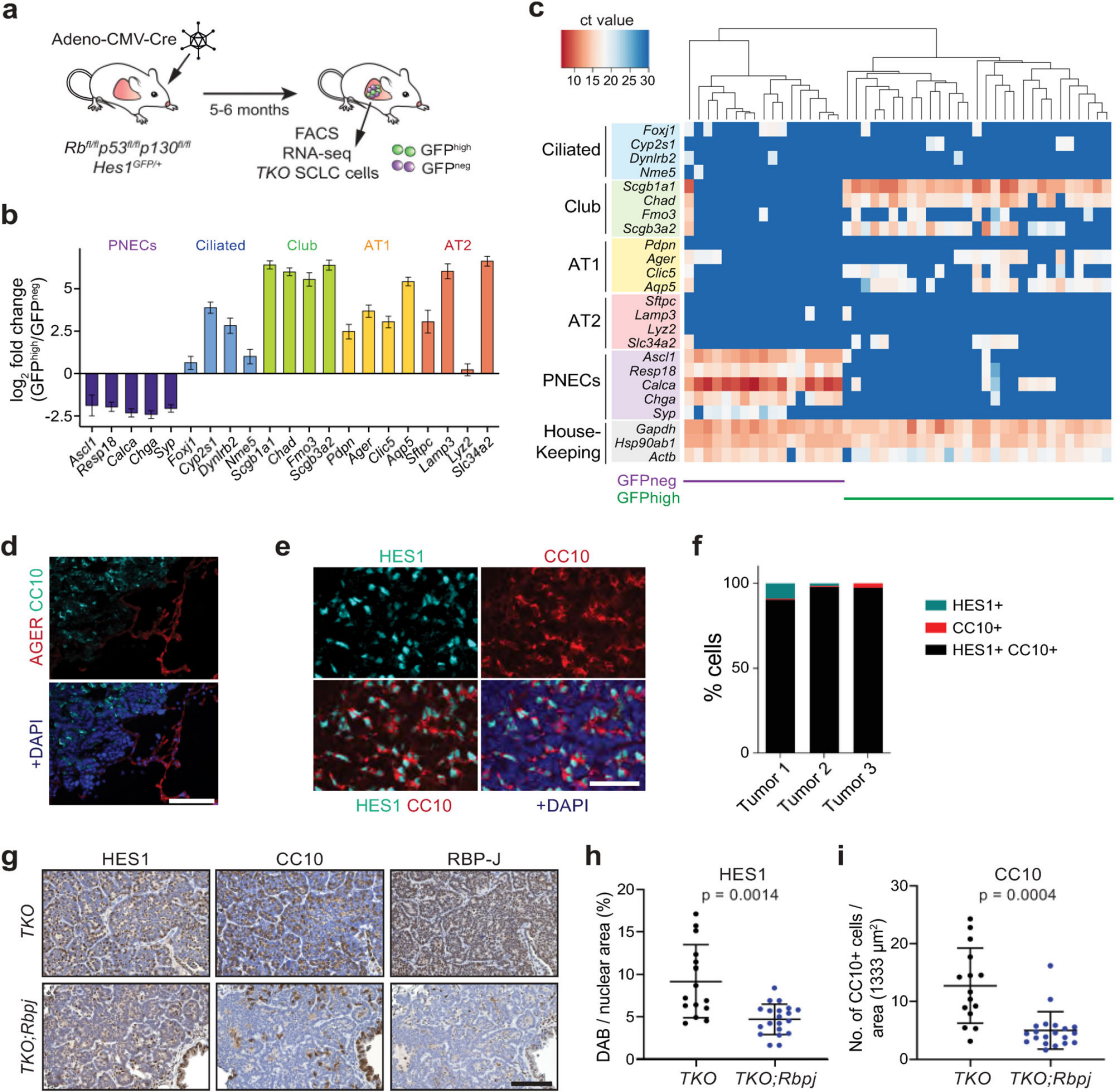
HES1-positive non-neuroendocrine cells in mouse SCLC tumors have features of club epithelial cells. **a** Schematic representation of the *Rb*^*fl/fl*^;*p53*^*fl/fl*^;*p130*^*fl/fl*^;*Hes1*^*GFP/+*^ mouse model of SCLC (*TKO*;*Hes1*^*GFP/+*^) in which HES1^+^ non-neuroendocrine SCLC cells generated by Notch pathway activation can be visualized and isolated by GFP^high^ expression from the *Hes1* locus, along with GFP-negative (GFP^neg^) neuroendocrine SCLC cells. **b** Expression of classical markers of the indicated lung epithelial cell types from RNA-seq data in GFP^high^ cells compared to GFP^neg^ cells (*n* = 4). Error bars, log2 fold change estimate ± SE. **c** Single-cell RT-qPCR analysis (Fluidigm) of GFP^high^ and GFP^neg^ SCLC cells (*n* = 46) isolated from *TKO*;*Hes1*^*GFP/+*^ tumors for markers of lung epithelial cells. See Supplementary Fig. 1g for an independent experiment. In this sensitive assay, all GFP^high^ cells express *Scgb1a1*, which codes for the club cell marker CC10. **d** Representative immunofluorescence images for AGER (red) and CC10 (cyan, encoded by *Scgb1a1*) on a mouse SCLC tumor section (*n* = 1 experiment, multiple tumors were stained). DAPI stains the DNA in blue. Scale bar, 100 μm. **e** Representative immunofluorescence images for HES1 (cyan) and CC10 (red) on a mouse SCLC tumor section (*n* = 2 independent experiments). DAPI stains the DNA in blue. Scale bar, 50 μm. **f** Quantification (%) of cells that are either HES1^+^, CC10^+^, or HES1^+^ CC10^+^ in *n* = 3 mouse tumors as in (**e**). **g** Representative immunohistochemistry images of HES1, CC10, and RBP-J staining (brown signal) in *TKO* and *TKO*;*Rbpj*^*fl/fl*^ tumors (hematoxylin counterstain). Scale bar, 100 μm. **h**, **i** Quantification of HES1 staining (**h**) and CC10 staining (**i**) in tumor sections from (**g**) (*n* = 15 tumors from 3 mice for *TKO* and 20 tumors from 4 mice for *TKO*;*Rbpj*^*fl/fl*^). Unpaired *t*-test with Welch’s correction, data represented as mean ± s.d. See also Supplementary Figs. 1 and 2 and Supplementary Data 1 and 2. Source data are provided as a Source Data file.

The expression of a variety of non-NE differentiation markers in GFP^high^ cells from *TKO;Hes1*^*GFP/+*^ tumors raised the possibility that this cell population was heterogeneous. However, using single-cell RT-qPCR, we found that GFP^high^ SCLC cells had a relatively homogenous pattern of expression for the genes tested, including high levels of genes coding for club cell markers as well as lower levels of AT1 cell markers, which are also expressed at low levels in normal club cells^24^ (Fig. 1c and Supplementary Fig. 1g). The fold-change differences between the bulk RNA-seq and single-cell RT-qPCR data are likely due to differences in absolute transcript levels and the different platforms (Supplementary Data 1). Immunostaining only detected expression of the club cell marker CC10 (also known as SCGB1A1) and not the AT1 marker AGER on tumor sections (Fig. 1d). CC10 also frequently co-localized with HES1, indicating that HES1^high^ non-NE SCLC cells do not express detectable levels of this AT1 marker (Fig. 1e, f).

To investigate the role of Notch signaling in the generation of these non-NE club cell-like SCLC cells, we deleted *Rbpj* in *TKO* mice at the time of tumor initiation. Loss of RBP-J did not affect overall tumor burden but led to a significant reduction in HES1^+^ and CC10^+^ cells in the tumors (Fig. 1g–i and Supplementary Fig. 2a–c). The remaining few CC10^+^ cells were found to express detectable levels of RBP-J and hence, likely to be infiltrating normal club cells (Supplementary Fig. 2d). A similar requirement for RBP-J/Notch signaling in the NE to non-NE transdifferentiation process was recently described in a different mouse model of SCLC^38^.

Therefore, GFP^high^ SCLC cells in *TKO;Hes1*^*GFP/+*^ tumors are a relatively homogeneous population of club cell-like cancer cells generated by activation of Notch signaling. These club cell-like phenotypes in SCLC tumors are reminiscent of both the transdifferentiation of wild-type NE epithelial cells into club cells in the adult lungs in response to injury via activation of Notch signaling^23,24^ and the generation of NE and non-NE cell during embryonic lung development^11,19^. The co-optation of these developmental and regeneration pathways in cancer suggested that SCLC may provide a useful model to further investigate the mechanisms of cell fate switch upon activation of Notch signaling in NE cells.

### REST is a regulator of the NE to non-NE transition in SCLC

We previously identified REST as a candidate effector of Notch signaling in SCLC cells from microarray studies^29^. From our RNA-seq dataset and single-cell RT-qPCR analysis, *Rest* was significantly upregulated in HES1^high^/GFP^high^ non-NE SCLC cells (Supplementary Figs. 1c, 3a and Supplementary Data 1) and was again identified as the top candidate transcription factor repressing the downregulated genes during the cell fate transition (Supplementary Fig. 3b and Supplementary Data 1). In our previous study, REST overexpression in NE SCLC cells was sufficient to decrease the mRNA levels of the NE genes *Chga*, *Chgb* and *Syp*, but not of *Ascl1* and the ASCL1 target *Calca* (coding for CGRP)^29^. ASCL1 downregulation and inhibition is viewed as a key event downstream of Notch in the inhibition of the NE cell fate^15–17^. Hence, we sought to determine the extent of overlap between REST and ASCL1 targets in SCLC.

ChIP-seq analysis of REST in GFP^high^ SCLC cell lines in culture identified 1317 gene targets (FDR cutoff < 0.05 and more than 2-fold change) (Fig. 2a and Supplementary Data 3). About half of the binding sites were within 3 kb of transcription start sites and HOMER motif analysis identified REST binding motif as the top hit (Supplementary Fig. 3c, d). Upon ectopic expression of REST in NE SCLC cells in culture, 99 and 205 genes were downregulated by RNA-seq after 48 h and 5 days, respectively, with corrected *p*-value < 0.05 and log2 fold change of <−1.0 (Fig. 2a, Supplementary Fig. 3e, f and Supplementary Data 4). Combining the ChIP-seq and the 5-day REST overexpression RNA-seq datasets, we identified 141 high-confidence REST targets in NE SCLC cells (Fig. 2a and Supplementary Data 5). ASCL1 targets were obtained from a ChIP-seq dataset generated from primary *TKO* tumors^16^, identifying 3008 candidate gene targets following our analysis pipeline (Fig. 2a and Supplementary Data 6). Comparing the genomic regions bound by ASCL1 and REST in the ChIP-seq datasets showed little overlap in their binding sites (Supplementary Fig. 3g). To generate high-confidence ASCL1 targets, we knocked down *Ascl1* in NE SCLC cells for RNA-seq analysis after 3 days. In this context, ASCL1 knock-down has detrimental effects on population growth (Supplementary Fig. 4a, b). 180 and 493 genes were downregulated by sh*Ascl1* #1 and sh*Ascl1* #2, respectively, with corrected *p*-value < 0.05 and log2 fold change of <−1.0 (Supplementary Fig. 4c–e and Supplementary Data 7). Filtering the downregulated genes with no fold change cut-off and comparing with genes identified in the ASCL1 ChIP-seq identified 250 genes (Supplementary Fig. 4f and Supplementary Data 7). GO terms analysis showed enrichment in Notch signaling and nervous system development pathways (Supplementary Fig. 4g and Supplementary Data 8). Out of these, only 9 overlapped with the 141 high-confidence REST targets (Supplementary Fig. 4h). As the ASCL1 knockdown was detrimental to the cells, it was possible that genes with more subtle changes would be overlooked using this approach. Thus, we decided to instead narrow down the list of genes from the ASCL1 ChIP-seq to 559 by filtering out those that were not downregulated in GFP^high^ cells (in which ASCL1 is expressed at very low levels) (Fig. 2a and Supplementary Data 5). By doing so, the overlap between ASCL1 targets and REST targets in SCLC cells was still only 43 genes (Fig. 2a and Supplementary Data 5). Examples of NE genes specifically induced by ASCL1 include *Calca and Dll3*, while genes specifically repressed by REST include *Chga, Chgb and Resp18*, and common genes include *Kcnc1 and Olfm1* (Fig. 2b, c). Notably, GO terms analysis for both lists of targets were similar but not identical (Fig. 2d and Supplementary Data 9). Even in the same categories, many genes were regulated by only one of the two transcriptional regulators (Fig. 2e).

**Fig. 2:**
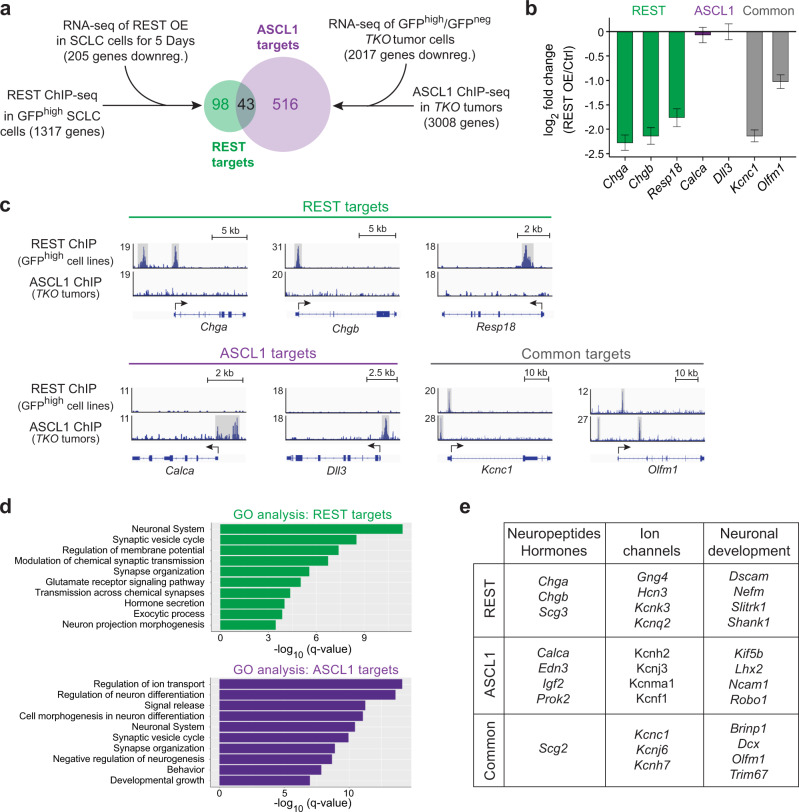
REST and ASCL1 control largely non-overlapping programs in SCLC cells. **a** Experimental workflow to identify REST and ASCL1 candidate target genes. GFP^high^ cells are non-NE SCLC cells from *TKO*;*Hes1*^*GFP/+*^ tumors while GFP^neg^ cells represent NE SCLC cells. The mouse SCLC cell line used for the RNA-seq of REST overexpression (OE) is the neuroendocrine KP1 cell line. **b** Expression of selected neuroendocrine and neuronal-related genes from RNA-seq data of 5-day REST overexpression (*n* = 3). Error bars, log2 fold change estimate ± SE. **c** ChIP-seq data showing REST and ASCL1 binding near/within their respective target genes in (**b**). **d** Gene ontology (GO) analysis of candidate REST and ASCL1 targets. Note the similar GO terms between the two factors. **e** Examples of REST, ASCL1 and shared target genes in different gene categories. See also Supplementary Figs. 3 and 4 and Supplementary Data 3–9.

Together, these analyses show that REST targets are largely distinct from ASCL1 targets and support a model in which both inhibition of the pro-NE transcription factor ASCL1 and activation of the REST repressor contribute to the NE to non-NE cell fate change observed in SCLC downstream of Notch signaling activation. These results led us to test the functional role of REST in Notch-driven NE to non-NE transitions in vivo.

### REST is required for complete repression of SCLC NE programs

To first investigate a possible requirement for REST in the NE to non-NE transition in vivo in SCLC, we crossed *p53;*^*fl/fl*^*Rb;*^*fl/fl*^*p130*^*fl/fl*^ mice to a conditional allele of *Rest* (*Rest*^*fl*^)^39^ and analyzed tumors in triple and quadruple mutant mice upon Ad-CMV-Cre delivery to the lungs of these mice. In this model, the vast majority of tumors are initiated in non-NE lung epithelial cells^40^. *Rest* deletion was efficient in this context, as assessed by in situ hybridization on lung sections (Supplementary Fig. 5a, b). We observed a reduction in tumor numbers in *TKO;Rest* quadruple mutant mice compared to *TKO* controls while *TKO;Rest* tumors trended to be slightly larger than *TKO* tumors (Fig. 3a–c). Expression of the individual markers HES1 and CC10 was similar on sections from *TKO* and *TKO;Rest* tumors (Supplementary Fig. 5c–e), suggesting that loss of REST is not sufficient to completely block the induction of these two non-NE markers. To gain a broader and unbiased view of the phenotypes related to REST loss, we isolated NE and non-NE cells from *TKO* and *TKO;Rest*^*fl/fl*^ mutant mice (which were not crossed to the *Hes1*^*GFP*^ allele) using the cell surface markers NCAM1 and ICAM1 based on the RNA-seq and FACS analysis of GFP^high^ and GFP^neg^ SCLC cells (Supplementary Data 1, Supplementary Fig. 6a,b and Fig. 3d). Cell populations isolated following this protocol grew in culture similar to NE and non-NE cells isolated based on HES1 levels^29^, with NCAM1^high^ ICAM1^low^ NE cells classically forming loosely adherent clusters and NCAM1^low^ ICAM1^high^ non-NE cells growing in 2D layers on the plate (Fig. 3e). These two cell populations clustered separately by RNA-seq analysis and in a manner similar to the *Hes1*^*low*^/GFP^neg^ and *Hes1*^*high*^/GFP^high^ SCLC cell lines, respectively, with complete deletion of *p53*, *Rb* and *p130* alleles confirmed by PCR on genomic DNA, further validating the isolation protocol (Supplementary Fig. 6c–e). Importantly, we observed separate clustering of the NCAM1^low^ ICAM1^high^ non-NE samples in the PCA analysis when comparing the *TKO* and *TKO;Rest* mutant cell lines (Fig. 3f). 240 genes were differentially expressed between the two groups, with the majority being upregulated (217 genes) with the loss of REST, in concordance with its role as a transcription repressor (Fig. 3g and Supplementary Data 10). Notably, the genes not repressed in *Rest* mutant cells were significantly enriched in NE genes with 76 of them also identified as REST targets in our ChIP-seq/RNA-seq analysis (Fig. 3h, i and Supplementary Data 10). Of the 141 genes which did not overlap with our list of REST targets (possibly because cell lines and primary tumors may not be exactly the same), transcription factor analysis showed REST to be the top candidate transcriptional regulator binding in the vicinity of these genes, suggesting that a number of these genes are REST targets (Fig. 3i and Supplementary Data 11). Some of the genes (e.g., *L1cam*) were identified in the REST ChIP-seq experiment but did not meet the threshold for downregulation in the REST overexpression RNA-seq data. *Ascl1*, which is not a REST target, showed no differential expression in REST wild-type or mutant non-NE cells in contrast to the REST targets *Chga* and *Syp* (Supplementary Fig. 6f).

**Fig. 3:**
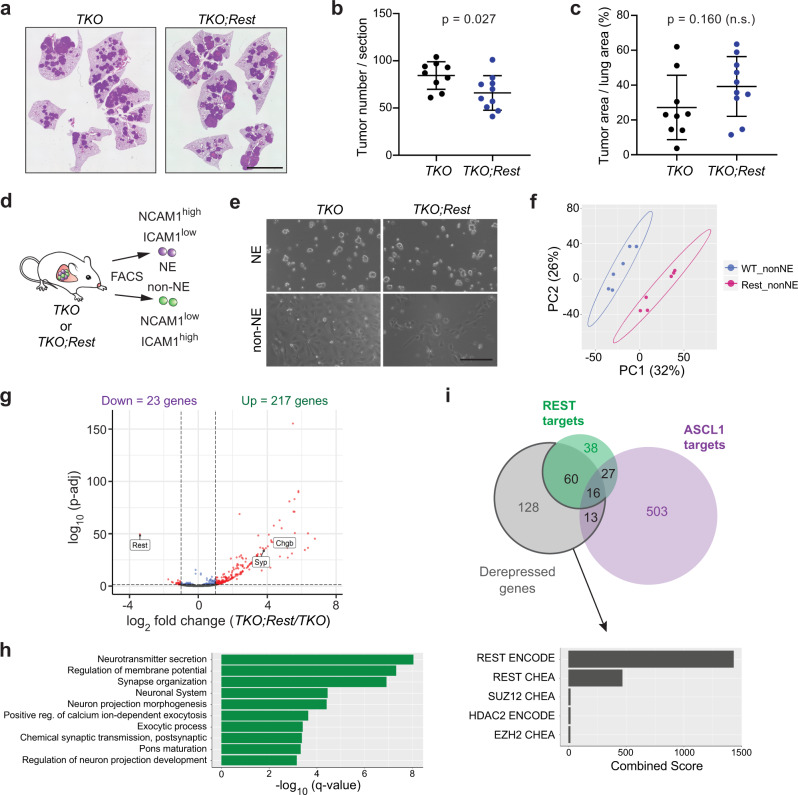
Loss of REST prevents the repression of its neuroendocrine targets in SCLC cells. **a**–**c** Representative images of lung sections from *TKO* and *TKO*;*Rest*^*fl/fl*^ mice 5 months after Ad-CMV-Cre (*TKO*;*Rest*, quadruple mutant), stained with hematoxylin and eosin (H&E). Scale bar, 5 mm. Quantification of tumor numbers (**b**) and tumor area (**c**) (*n* = 9 mice for *TKO* and 10 mice for *TKO*;*Rest*^*fl/fl*^). Error bar, mean ± s.d. **d** and **e** Schematic representation (**d**) and representative brightfield images (**e**) of neuroendocrine (NE) and non-NE cells sorted from *TKO* and *TKO*;*Rest* mutant tumors based on NCAM1 and ICAM1 expression. Scale bar, 200 μm. **f** Principal component analysis (PCA) of RNA-seq data comparing non-NE cell lines generated from *TKO* and *TKO*;*Rest* mutant tumors (*n* = 6 per genotype). WT wild-type for *Rest*; “Rest”, knockout for *Rest*. **g** Volcano plot of differentially expressed genes from RNA-seq data of *TKO* and *TKO*;*Rest* mutant non-NE cell lines. *Rest* and the classical neuroendocrine markers *Syp*/*Chgb* are highlighted (significant genes with more than 2-fold change and *p*-adj value < 0.05 are in red). Wald test with Benjamini–Hochberg correction. **h** Gene Ontology (GO) analysis of the upregulated genes in the *TKO*;*Rest* mutant non-NE cell lines. **i** Venn diagram showing the amount of overlap between derepressed genes of *TKO*;*Rest* mutant non-NE cell lines with REST and ASCL1 targets identified in Fig. 2. Bar graph showing top 5 candidate transcription factors from Enrichr analysis (ENCODE and ChEA Consensus TFs from ChIP-X) on the 141 derepressed genes that did not overlap with our REST targets. See also Supplementary Figs. 5 and 6 and Supplementary Data 10 and 11. Source data are provided as a Source Data file.

Together, these data indicate that REST is the major regulator of the derepressed genes when *Rest* is deleted in non-NE SCLC cells. These experiments also conclusively identify REST as a key regulator of the Notch-driven NE to non-NE transition in SCLC in vivo.

### Loss of REST delays the NE to non-NE transition after injury

Treatment of mice with naphthalene induces cell death in most club cells, and part of the tissue repair following this injury is due to PNECs that proliferate and differentiate into club cells in response to Notch pathway activation^24,41–43^. Because of the similarities between SCLC tumors and lung repair after injury regarding the Notch-driven NE to non-NE transition, we next sought to examine a possible requirement for REST in this other in vivo context.

First, to determine *Rest* expression in the adult mouse lung, we performed single-cell RT-qPCR analysis of lung epithelial cells dissociated from the lungs of adult *Chga-GFP* mice, which have constitutive GFP expression driven by the promoter of the NE gene and REST target *Chga*^44^ (Supplementary Fig. 7a). As expected, based on the role of REST as a suppressor of the NE fate in SCLC, *Rest* expression was undetectable in GFP-expressing PNECs from *Chga-GFP* mice but present in other non-NE lung epithelial cell types (Fig. 4a). The analysis of a distinct single-cell RNA-seq dataset of mouse lung epithelial cells^24^ showed a similar result (Supplementary Fig. 7b).

**Fig. 4:**
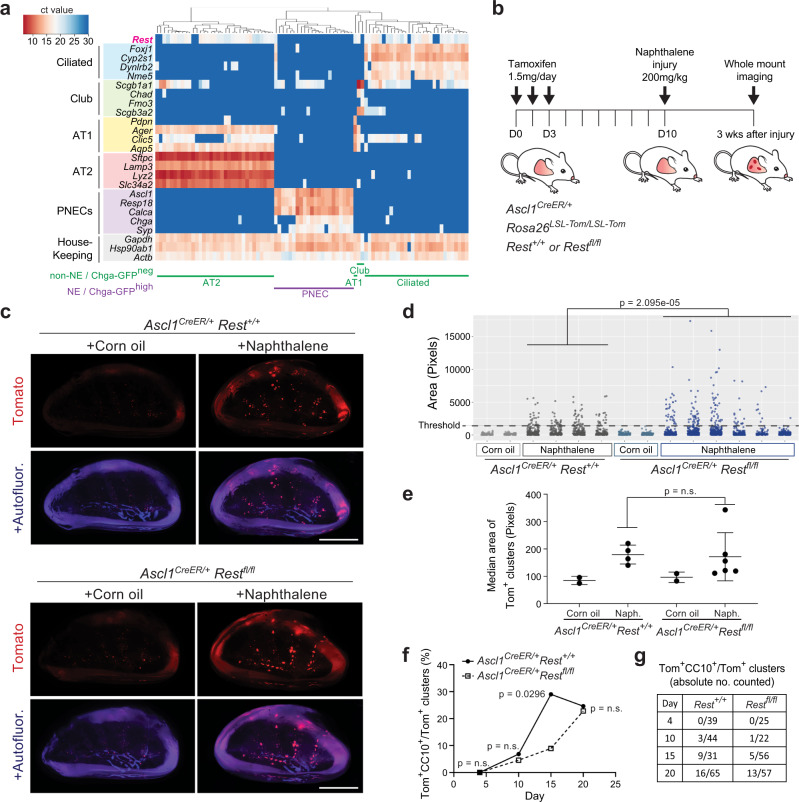
Loss of REST delays pulmonary neuroendocrine cell fate transition in response to naphthalene injury. **a** Single-cell RT-qPCR analysis of *Rest* expression in pulmonary neuroendocrine cells (PNECs) and non-NE lung epithelial cells from normal lungs of two *Chga-GFP* adult mice (*n* = 87 cells). **b** Timeline of the PNEC lineage tracing and naphthalene-induced lung injury experiment. Tom, Tomato fluorescent reporter. **c** Whole-mount fluorescence images of left lung lobes 3 weeks after injury. Images representative of *n* = 2 independent experiments. Scale bar, 5 mm. **d**, **e** Quantification (**d**) of normal neuroepithelial bodies (NEBs) and PNEC outgrowths after injury as in (**c**) with each column representing a single mouse left lung lobe and each data point a tomato-positive cluster in that mouse. A Wilcoxon rank sum test, two-sided, was conducted on the combined PNEC outgrowths from all the mice in each respective group that are above the threshold size of the non-injured controls (*n* = 107 for *Rest*^*+/+*^, *n* = 146 for *Rest*^*fl/fl*^). Median area (**e**) of all Tom^+^ clusters per mouse as in (**d**) (*n* = 2 mice for corn oil controls, 4 mice for naphthalene-treated *Ascl1*^*CreER/+*^;*Rest*^*+/+*^ and 6 mice for naphthalene-treated *Ascl1*^*CreER/+*^;*Rest*^*fl/fl*^). Unpaired *t*-test, data represented as mean ± s.d. **f**, **g** Percentage (**f**) and absolute number counted (**g**) of Tom^+^CC10^+^ clusters over total number of Tom^+^ clusters at various timepoints after naphthalene injury (*n* = number of clusters as indicated in table (**g**) totaled from representative left lung lobe sections of 3–4 mice per timepoint). Fisher’s exact test, two-tailed. See also Supplementary Fig. 7. Source data are provided as a Source Data file.

To compare lung repair in wild-type and *Rest* mutant mice, we crossed *Rest*^*fl/fl*^ mice to *Ascl1*^*CreER/+*^;*Rosa26*^*LSL-Tom/LSL-Tom*^ mice. In these mice, PNECs were first labeled with Tomato by injecting tamoxifen to activate the Cre recombinase expressed from the *Ascl1* locus. Mice carrying the floxed *Rest* alleles also had *Rest* deleted simultaneously without any observable effect on the PNEC since it is not expressed at this point (Supplementary Fig. 7c). This was followed by lung injury with naphthalene and a recovery period of three weeks (Fig. 4b). By quantifying outgrowths from labeled PNECs based on the size of Tomato-positive clusters, we found that loss of *Rest* resulted in the formation of much larger outgrowths with no change in the overall number or median area (Fig. 4c–e and Supplementary Fig. 7d). PNECs were also able to transdifferentiate to a club cell fate marked by expression of CC10 as well as to downregulate the SYP protein (Supplementary Fig. 7e). We speculated that the increase in size of outgrowths might be due to a delay in terminal differentiation to club cells, allowing more time for transit amplifying cells to proliferate. To investigate this possibility, we conducted a time-course experiment quantifying the number of transdifferentiated Tomato-positive clusters across a period of 20 days, indeed, we observed the proportion of CC10^+^ Tom^+^ clusters peaking at Day 20, 5 days later than the control (Fig. 4f, g and Supplementary Fig. 7f). Hence, in this injury model, the loss of *Rest* does not increase the ability or probability of PNECs to transdifferentiate upon injury but results in a delay in differentiation to club cells, allowing more time for cells to proliferate during the transit amplification stage, explaining the larger size of the Tomato-labeled outgrowths.

These experiments demonstrate REST’s involvement in Notch-controlled tissue repair in the adult lung epithelium.

### REST regulates PNEC specification during lung development

Notch signaling also plays a central role in cell fate decisions between NE and non-NE cells during embryonic lung development^11,19^. To test the possibility of REST also playing a role in this setting, we crossed *Rest*^*fl/fl*^ mice to *Shh*^*Cre*^ mice, thereby deleting *Rest* in early lung progenitor cells and the entire lung epithelium. The analysis of lungs one day before birth (E18.5) showed a significant increase in the number of CGRP^+^ PNECs and NEBs (neuroendocrine bodies) upon loss of REST (Fig. 5a–c). PNECs were also more often found in larger clusters in the mutant lungs as compared to controls (Fig. 5d, e). BrdU analysis showed that this increase was unlikely to be due to more proliferation (Supplementary Fig. 8a, b). RT-qPCR of entire lung lobes from *Rest* mutant mice found a 2-fold increase in non-*Rest* targets, *Ascl1* and *Calca*, in agreement with the doubled amount of PNECs. REST targets, *Chga*, *Chgb* and *Syp*, in contrast showed more than a 2-fold increase, with *Chga* being expressed a few hundred folds higher than control (Fig. 5f). In situ hybridization showed that *Chga* became expressed in non-NE lung epithelial cells, as confirmed by co-localization with E-cadherin, upon *Rest* deletion in embryonic lungs (Fig. 5g–i). Thus, in the absence of REST, non-NE epithelial cells of the developing lung misexpress REST-repressed NE genes.

**Fig. 5:**
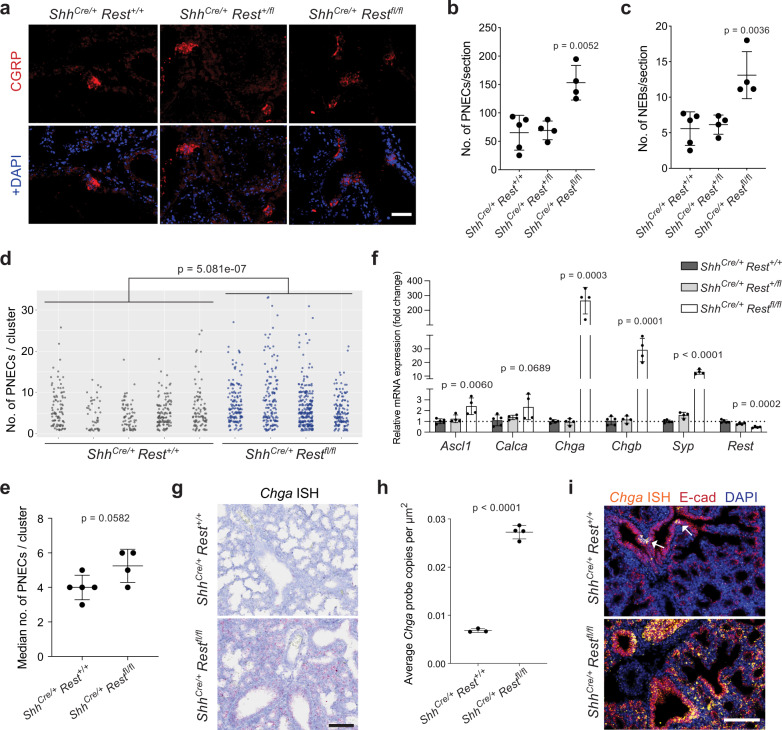
REST is antagonistic to pulmonary neuroendocrine cells specification in normal lung development. **a** Immunostaining for CGRP, a marker of pulmonary neuroendocrine cells (PNECs) on sections from E18.5 *Shh*^*cre/+*^;*Rest*^*+/+*^, *Rest*^*+/fl*^, and *Rest*^*fl/fl*^ lungs. DAPI stains DNA in blue. Scale bar, 50 μm. **b**–**d** Quantification of the average number of CGRP^+^ PNECs (**b**) and neuroepithelial bodies (NEBs) (≥5 PNECs) (**c**) per lung section from each embryo (*n* = 5 embryos with 37 sections counted for *Rest*^*+/+*^ and 4 embryos with 30 sections counted for *Rest*^*+/fl*^ and *Rest*^*fl/fl*^). Unpaired t-test, data represented as mean ± s.d. In (**d**), a scatterplot of all solitary PNECs and clusters of each embryo (*n* = 438 for *Rest*^*+/+*^, 688 for *Rest*^*fl/fl*^). Wilcoxon rank sum test, two-sided, on the combined data points of each genotype. **e**, Median number of PNECs per cluster for each embryo as in (**d**) (*n* = 5 embryos for *Rest*^*+/+*^ and 4 embryos for *Rest*^*fl/fl*^). Unpaired *t*-test, data represented as mean ± s.d. **f** Relative mRNA expression levels of NE markers and *Rest* in E18.5 *Shh*^*cre/+*^;*Rest*^*+/+*^, *Rest*^*+/fl*^, and *Rest*^*fl/fl*^ lungs (*n* = 5 embryos for *Rest*^*+/+*^ and 4 embryos for *Rest*^*+/fl*^ and *Rest*^*fl/fl*^). Unpaired *t*-test, data represented as mean ± s.d. **g** Representative brightfield images of *Chga* RNAscope in situ hybridization (ISH, red signal) in E18.5 *Shh*^*cre/+*^;*Rest*^*+/+*^ and *Rest*^*fl/fl*^ lungs (hematoxylin counterstain). Scale bar, 50 μm. **h** Quantification of the average number of RNAscope signal per μm^2^ of lung section in (**g**) (*n* = 3 embryos for *Rest*^*+/+*^ and 4 embryos for *Rest*^*fl/fl*^). Unpaired *t*-test, data represented as mean ± s.d. **i**, Representative images for *Chga* RNAscope ISH (orange) and E-cadherin immunofluorescence (red) in E18.5 *Shh*^*cre/+*^;*Rest*^*+/+*^ and *Rest*^*fl/fl*^ lungs. DAPI stains the DNA in blue. White arrows, NEBs. Scale bar, 100 μm. See also Supplementary Fig. 8. Source data are provided as a Source Data file.

While *Rest* is a direct target of NICD^29^, regulatory networks often involve positive and negative feedback loops. We were particularly intrigued by RNA-seq and ChIP-seq data in SCLC cells showing regulation by REST of the expression of the *Dner* gene coding for an atypical and poorly studied NOTCH ligand (DNER, Delta/Notch like epidermal growth factor related receptor)^45–47^ (Supplementary Fig. 8c, d), suggesting a possible regulation of Notch signaling by REST. We confirmed expression of DNER in *TKO* SCLC tumors and in PNECs (Supplementary Fig. 8e, f). RT-qPCR of E18.5 embryonic lungs also showed an increase in *Dner* expression in *Rest* knockouts compared to controls (Supplementary Fig. 8g). These observations and the existence of genetic variants in *DNER* associated with the development of diabetes, suggesting a link with neuroendocrine phenotypes^48^, led us to investigate the role of DNER in the NE fate in mice. We generated *Dner* knockout mice by CRISPR/Cas9 targeting in mouse oocytes and confirmed deletion (Supplementary Fig. 8f). However, we did not observe any difference in PNEC numbers in *Dner* mutant E18.5 embryonic lungs (Supplementary Fig. 8h, i). We also found no effect of *Dner* inactivation in the context of injury in adult mice (Supplementary Fig. 8j, k). Thus, feedback control of Notch signaling by REST remains an open question, but the atypical NOTCH ligand and REST target DNER does not control the NE fate in the contexts examined.

### ATAC-seq identifies a TEAD signature in non-NE SCLC cells

Our data demonstrate that REST is a bona fide downstream mediator of Notch signaling in NE lung cells, and that REST targets are distinct from ASCL1 targets. But these data did not exclude the possibility of other regulators being involved in NE to non-NE transitions. We examined differences in chromatin accessibility between the NE and non-NE SCLC cells using ATAC-seq^49^ as a different unbiased way to investigate this cell fate transition (Fig. 6a). 

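ATAC-seq measures accessible chromatin by letting the Tn5 transposase insert sequencing adaptors where DNA is open, so that reads accumulate at accessible sites. The SCLC cells came from tumors of *TKO*;*Hes1* GFP/+ mice, in which *Rb*, *p53* and *p130* are deleted in the lungs and GFP reports *Hes1* expression. GFP high cells are the non-NE cells and GFP neg cells are the NE cells. The description deposited with the data gives 4 pairs of GFP high and GFP neg populations sorted from 3 mice, with 1 technical replicate, and the sample labels give 2 of the pairs to 1 mouse. By the paper's methods, 50000 cells were sorted for each sample and read as paired reads of 50 bp. The labels show 8 libraries on 2 lanes each, which gave 16 runs. The authors aligned the reads to mm10, removed duplicate reads, called narrow peaks, merged the peaks of all samples and counted the reads of each sample in each merged peak. They then compared GFP high with GFP neg cells with DESeq2 and deposited the peaks past their limits as a list of opened and a list of closed peaks. Each peak comes with its position, the mean normalized count over all libraries, the log2 fold change of GFP high over GFP neg cells with its standard error, the Wald statistic, the p-value and the adjusted p-value. These values describe the comparison as a whole, so the depth of each library is unknown, and the spread between the pairs enters only through the standard errors of the authors' model. The paper's text does not state whether the lanes, or the pairs from 1 mouse, were summed before the comparison. Peaks that stayed within the limits were not analysed here.

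The listed peaks were placed on the GRCm38 genome, which is the assembly of mm10, and on the GENCODE annotation. A peak was called a promoter peak when its centre lay within 1 kb of an annotated transcription start site. Motifs were counted as exact matches, on either strand, to the consensus strings of the 414 known motifs of Supplementary Data 12, within the central 200 bp of each peak. Sites given for single peaks were searched over the whole peak instead. An exact string misses sites that a score matrix such as HOMER's would accept, so the share of peaks with a motif depends strongly on this choice. As background, 1 genomic window of 200 bp was drawn for each peak from the same 5-percentage-point bin of GC content. Shares were compared with two-sided Fisher's exact tests and Benjamini-Hochberg adjustment over the motif families or the peak classes. In these tests the units are peaks, which are not replicates of the conditions, so a p-value compares the lists and not the mice. Wilson intervals have a confidence level of 95% and cover counting error only.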

Principal component analysis (PCA) on the ATAC-seq data showed clear separation between NE and non-NE cells (Supplementary Fig. 9a). We found in total 80,367 differentially accessible peaks, with 39,539 more closed and 40,828 more opened in the non-NE cells as compared to the NE cells with corrected *p*-value < 0.001 and log2 fold change of <−1.0 or >1.0 (Fig. 6b). 

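The deposited lists hold 40828 opened and 39539 closed peaks, so that 50.8% of the listed peaks were opened. In the authors' deposited table, the log2 fold change of the opened peaks had a median of 2.92 (interquartile range 1.88 to 3.93) and reached 8.83. That of the closed peaks in the authors' deposited table had a median of -2.66 (interquartile range -3.04 to -2.23) and reached -7.10. Changes of over 4-fold made up 71.7% of the opened and 83.8% of the closed peaks in the authors' deposited table, and changes of over 16-fold made up 23.3% and 2.62%. The median standard error of the log2 fold change in the authors' deposited table was 0.40 for opened and 0.45 for closed peaks. Opened peaks had a median of 40.7 normalized reads over all libraries and closed peaks 25.8, so the opened peaks rest on more reads. The median width was 300 bp for opened and 248 bp for closed peaks, and the lists cover 14.4 Mb and 10.9 Mb.

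Promoter peaks made up 22.3% of the opened peaks (Wilson interval 21.9 to 22.7%) and 9.68% of the closed peaks (9.39 to 9.97%), a ratio of 2.3 (Fisher's exact test, −log10 of the adjusted p-value 528). Intron peaks were 43.6% of the opened and 50.1% of the closed peaks (adjusted p = 6.7e-77, Fisher's exact test), and intergenic peaks were 30.6% and 36.7% (adjusted p = 5.34e-73, Fisher's exact test). The shares of exon peaks, 3.53% and 3.56%, could not be told apart (adjusted p = 0.864, Fisher's exact test). Peaks wider than 500 bp made up 21.5% of the opened and 7.15% of the closed peaks. Restricting both lists to changes of over 4-fold moved the ratios of opened to closed shares most, with a promoter ratio of 1.42. Under that limit the ratio of exon peaks was 1.12 (adjusted p = 0.00778, Fisher's exact test) and the intron shares no longer differed (adjusted p = 0.232, Fisher's exact test). Of the opened peaks with a change of up to 4-fold, 51.3% were promoter peaks, against 10.8% of those with a larger change.

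The opened peak with the smallest p-value before adjustment lies on chromosome 17 from 31896792 to 31897938 (mm10). It is in an intron of the transcript AC138228.1 and 41561 bp upstream of the nearest protein-coding start site, that of *Sik1*. Its log2 fold change in the authors' deposited table was 5.02 (standard error 0.20, adjusted p = 6.61e-133, DESeq2), and it holds a TEAD motif, TCTGGAATGT, from 31896906 to 31896915. The next opened peak, on chromosome 19 from 9106771 to 9107692, has the same adjusted p. It is intergenic and 19274 bp upstream of the club cell gene *Scgb1a1*. It had a log2 fold change of 4.15 (standard error 0.17) in the authors' deposited table and holds a FOX motif, TGTAAACA, from 9107341 to 9107348. The third opened peak, on chromosome 7 from 70575106 to 70576101, is a promoter peak of the transcript Gm44812 with a log2 fold change of 4.55 (standard error 0.18) in the authors' deposited table. The closed peak with the smallest adjusted p is a promoter peak of *Xkr4* on chromosome 1 from 3671339 to 3672390, with a log2 fold change of -3.04 (standard error 0.15, adjusted p = 3e-93, DESeq2) in the authors' deposited table. The next closed peak is intergenic, on chromosome 10 from 102762343 to 102762824, with a log2 fold change of -3.08 (standard error 0.15) in the authors' deposited table. The third closed peak overlaps an exon of *Patj* on chromosome 4 from 98410749 to 98411445, had a log2 fold change of -3.30 (standard error 0.16) in the authors' deposited table and holds the AP-1 motif ATGACTCAG from 98410920 to 98410928. The sites given here for single peaks all lie outside the central 200 bp of their peaks, so they do not enter the shares of peaks with a motif.

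**Figure D1:**
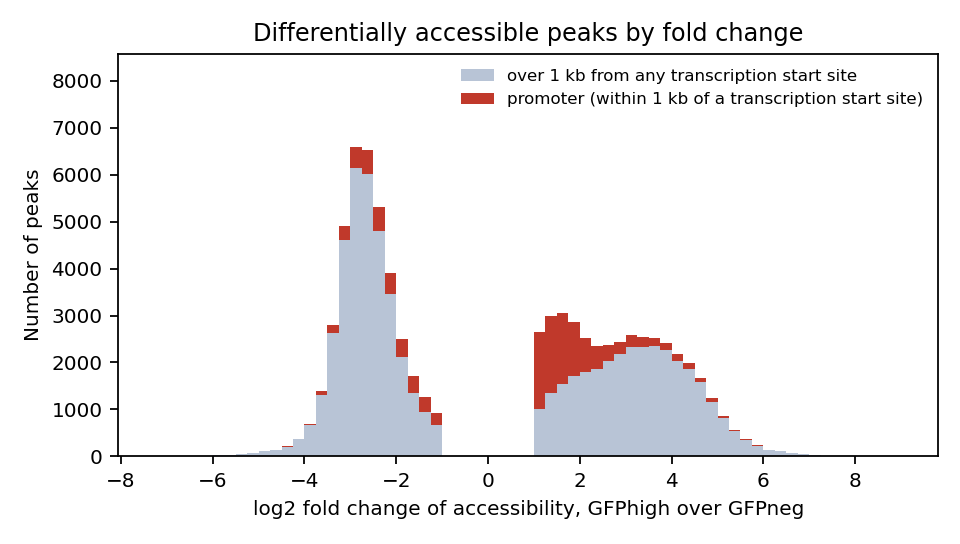
Number of listed peaks (vertical axis) by log2 fold change of accessibility in GFP high over GFP neg cells (horizontal axis), in steps of 0.25. Stacked bars separate promoter peaks (red) from peaks over 1 kb from any transcription start site (blue); promoter peaks are 51.3% of the opened peaks with a change of up to 4-fold and 10.8% of those with a larger change.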

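Of the opened peaks, 3.15% (1286 peaks, Wilson interval 2.98 to 3.32%) held a motif of the TEAD family, against 0.767% of the windows matched on GC content (0.687 to 0.856%), a ratio of 4.11 (adjusted p = 5.15e-142, Fisher's exact test). A motif of the FOX family, which forkhead transcription factors bind, was found in 7.54% of the opened peaks and in 2.31% of the windows, a ratio of 3.27 (adjusted p = 4.14e-274, Fisher's exact test). Motifs of the NKX2 family were more frequent still, at 12.9% of the opened peaks against 5.08% of the windows. The ratio was 2.54 (−log10 of the adjusted p-value 342, Fisher's exact test), and it fell to 1.2 with a short core string (71.1% against 59.2%). AP-1 motifs were in 3.29% against 0.813% (ratio 4.04, adjusted p = 6.15e-146, Fisher's exact test), NFI motifs in 4.93% against 2.0% (ratio 2.46) and RBPJ motifs, which the Notch effector binds, in 0.825% against 0.399% (ratio 2.07). The CEBP string was in 8 opened peaks and 1 window (adjusted p = 0.0614, Fisher's exact test). The complete consensus strings of GRHL2, CTCF and REST matched no peak and no window, so they give no information on these families. With a short core string, GRHL2 was found in 4.34% of the opened peaks against 1.56% of the windows (ratio 2.78, adjusted p = 5.09e-126, Fisher's exact test) and CTCF in 1.12% against 0.162% (ratio 6.95, adjusted p = 1.13e-73, Fisher's exact test), while the REST core was in 4 opened peaks and 0 windows (adjusted p = 0.125, Fisher's exact test).

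Among the 414 motifs ordered by the p-value of this test, Nkx2.2 was at rank 1, Foxo3 at rank 2 and the best TEAD motif, with the string YCWGGAATGY, at rank 8. KLF5, RUNX2, Fosl2 (an AP-1 motif), the NFI half-site and KLF3 took the ranks from 3 to 7. The first 20 ranks held 5 of the 13 FOX motifs and 3 of the 5 TEAD motifs. The 6-base core CATTCC in place of the complete TEAD strings moved the TEAD enrichment most, to a ratio of 1.68, with 18.2% of the opened peaks against 10.8% of the windows. With windows 1 kb outside each peak as background, the best FOX motif was at rank 4 and the best TEAD motif stayed at rank 8. The first 20 ranks then held 2 FOX motifs and 1 TEAD motif.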

Motif analysis on the more accessible peaks ranked FOX family motifs and TEAD motifs at the top of the list of transcription factor motifs enriched in non-NE cells (Fig. 6c and Supplementary Data 12). However, as the FOX family motifs were also top hits in the analysis of the closed peaks (Supplementary Data 12), we decided to focus on the TEAD motifs. 

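In the closed peaks, FOX motifs were in 10.7% of the peaks (Wilson interval 10.4 to 11.0%) and in 2.68% of the windows matched on GC content, a ratio of 3.98 (−log10 of the adjusted p-value 469, Fisher's exact test). The best FOX motif of the closed peaks, Foxo3, was at rank 2 of the 414 motifs, and at rank 5 with windows 1 kb outside each peak. TEAD motifs went the other way, with 0.46% of the closed peaks (0.398 to 0.532%) against 0.797% of the windows. The ratio was 0.578 (adjusted p = 4.24e-09, Fisher's exact test). All 5 TEAD motifs had rank 227, the last rank, which all motifs not above their background shared. Rank 1 in the closed peaks was an AP-1 motif, Fosl2.

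Compared directly, opened peaks held a TEAD motif 6.84 times as often as closed peaks (adjusted p = 5.16e-200, Fisher's exact test). The core string moved this ratio most, to 2.07, and with both lists matched on GC content it was 7.15. FOX motifs were less frequent in the opened than in the closed peaks, at a ratio of 0.708 (adjusted p = 4.56e-53, Fisher's exact test), and NKX2 motifs were more frequent, at a ratio of 1.43 (adjusted p = 3.55e-70, Fisher's exact test). RBPJ motifs were also more frequent in the opened peaks, at a ratio of 1.89 (adjusted p = 4.67e-12, Fisher's exact test). FOX motifs were thus enriched over the background in both lists, and TEAD motifs only in the opened list. This pattern was not unique to TEAD motifs. The RUNX2 motif was in 4.74% of the opened peaks against 1.2% of the windows, and in 1.33% of the closed peaks against 1.45%. RBPJ motifs were in 0.438% of the closed peaks against 0.407% of the windows (adjusted p = 0.859, Fisher's exact test). The paper reasons from the FOX motifs' place in both lists, and on that ground turned to the TEAD motifs.

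**Figure D2:**
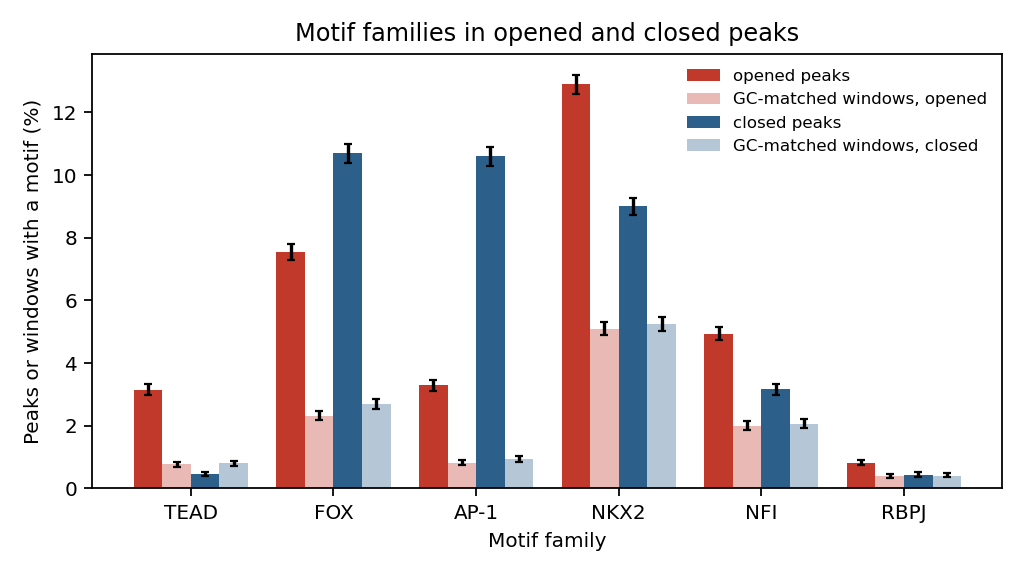
Percent of opened peaks (red) and closed peaks (blue) with a motif of each family, beside the percent of windows matched on GC content (pale bars). Error bars are Wilson intervals with a confidence level of 95%; TEAD motifs exceed the background in the opened peaks and lie under it in the closed peaks, while FOX and AP-1 motifs exceed it in both.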

TEAD transcription factors are often (but not exclusively) associated with YAP1/TAZ factors downstream of the Hippo signaling pathway (reviewed in refs. ^50,51^). As noted above, YAP1 has been associated with non-NE phenotypes in SCLC cells^32–34^. In agreement with the ATAC-seq findings, *Yap1* and *Wwtr1* (*Taz*) as well as their downstream targets were upregulated in GFP^high^ cells in the RNA-seq dataset (Fig. 6d). Immunostaining confirmed that a large proportion of YAP1-positive cells also co-express the non-NE club cell marker CC10 in mouse SCLC tumor sections (Supplementary Fig. 9b, c).

**Fig. 6:**
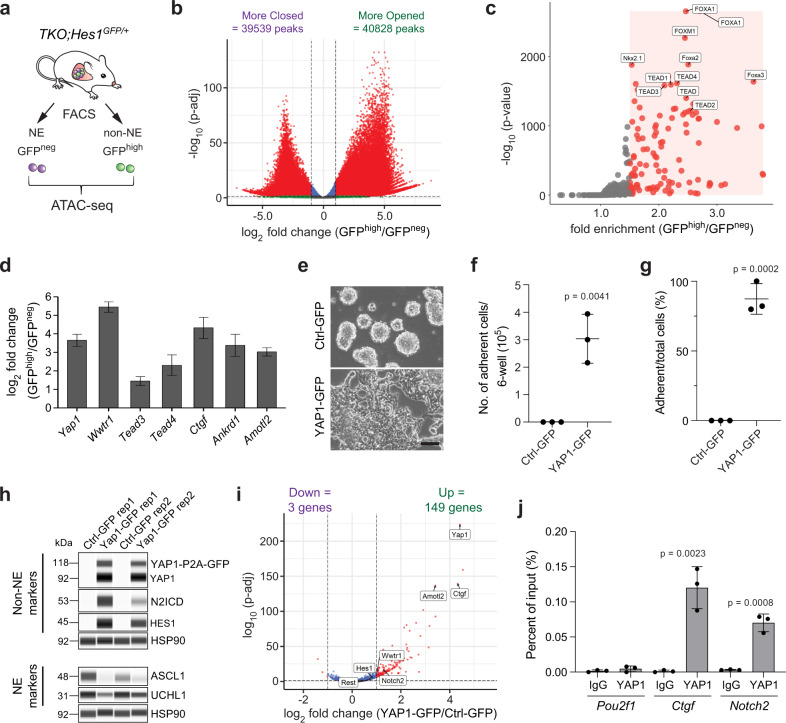
YAP1 promotes the transdifferentiation of SCLC cells to a non-neuroendocrine fate. **a** Schematic representation of neuroendocrine (NE) and non-NE SCLC cells isolated from the *TKO*;*Hes1*^*GFP/+*^ mouse model for ATAC-seq. **b** Volcano plot of differentially accessible peaks from the ATAC-seq data comparing non-NE SCLC cells to NE SCLC cells (significant peaks with more than 2-fold change and *p*-adj value < 0.001 are in red). Wald test with Benjamini–Hochberg correction. **c** Scatterplot showing the enriched motifs identified by HOMER analysis on the more open peaks in non-NE SCLC cells (significant motifs with more than 1.5-fold change and *p*-value < 0.001 are in red). **d** Expression of Hippo pathway members and targets from RNA-seq data in GFP^high^ cells compared to GFP^neg^ cells (*n* = 4). Error bars, log2 fold change estimate ± SE. **e**–**g**, **e** Representative brightfield images of NE mouse KP1 SCLC cells 14 days after Ctrl-GFP (control) or YAP1-GFP overexpression. Scale bar, 100 μm. Quantification of the number of adherent cells counted per well of a 6-well plate (**f**) and the percentage of cells that became adherent (**g**) as in (**e**) (*n* = 3 independent experiments). Unpaired *t*-test, data represented as mean ± s.d. **h** Immunoassay of non-NE and NE markers in KP1 cells after overexpression of either Ctrl-GFP or YAP1-GFP (4 weeks). Bands of two molecular weights are detected with the antibody against YAP1 due to some incomplete cleavage of P2A. Samples from *n* = 2 independent experiments. **i** Volcano plot of differentially expressed genes from RNA-seq data of 5 days overexpression of YAP1 in KP1 cells. *Notch2*, *Hes1*, *Rest* and Hippo pathway members are highlighted (significant genes with more than 2-fold change and *p*-adj value < 0.05 are in red). Wald test with Benjamini–Hochberg correction. **j** ChIP-qPCR analysis of YAP1 binding at the promoters of *Pou2f1* (negative ctrl), *Ctgf* (positive ctrl) and *Notch2* in independently generated GFP^high^ cell lines from *TKO*;*Hes1*^*GFP/+*^ mouse SCLC tumors (*n* = 3). Unpaired *t*-test, data represented as mean ± s.d. See also Supplementary Fig. 9 and Supplementary Data 12 and 13. Source data are provided as a Source Data file.

These observations raised the possibility of YAP1 being capable of activating the non-NE program in SCLC cells. We overexpressed YAP1-GFP or GFP in NE mouse SCLC cells and found that YAP1-expressing cells became adherent, a feature of non-NE cells, after 14 days (Fig. 6e–g). NOTCH2 and HES1 were upregulated in YAP1-overexpressing cells while the NE markers ASCL1 and UCHL1 were downregulated (Fig. 6h). RNA-seq analysis 5 days after expression of YAP1 showed significant upregulation of *Notch2* and the Notch pathway targets *Hes1* and *Rest* (Fig. 6i and Supplementary Data 13). This observation was confirmed by RT-qPCR on independent samples (Supplementary Fig. 9d). GO term analysis of upregulated genes showed genes induced by YAP1 to be involved in blood vessel morphogenesis and cell adhesion, similar to *Hes1*^*high*^/GFP^high^ cells from *TKO;Hes1*^*GFP/+*^ mice (Supplementary Fig. 9e and Supplementary Data 13). YAP1 has been shown to directly upregulate *Notch2* in liver cells^52^. We conducted ChIP-qPCR on GFP^high^ SCLC cell lines generated from *TKO;Hes1*^*GFP/+*^ SCLC tumors and found YAP1 binding to the promoter region of *Notch2* (Fig. 6j). Together, these observations suggest that increased activity of YAP1/TEAD can sensitize NE cells to Notch signaling by induction of NOTCH2 and is sufficient to promote the NE to non-NE cell fate switch.

With our data placing YAP1 upstream of Notch signaling, we expected to detect YAP1 expression when Notch signaling is blocked in tumor sections from *TKO;Rbpj* mutant mice. Instead, we found that YAP1 levels were reduced similarly to HES1 and CC10 upon loss of RBP-J (Supplementary Fig. 9f, g). Thus, it is possible that YAP1 expression is both upstream and downstream of Notch signaling, or that the two pathways enforce each other’s activity in this context, as suggested by a recent study^38^.

### Yap1 deletion prevents NE to non-NE transition after injury

In the adult lung, *Yap1* and *Wwtr1* are not expressed in PNECs except for a few rare cells (Supplementary Fig. 10a)^24^. In contrast, PNECS that transdifferentiate to a club cell fate during naphthalene-induced injury express detectable levels of YAP1 (Supplementary Fig. 10b). We therefore wondered if YAP1, like REST, can also modulate cell fate decisions in PNECs in non-cancer contexts. *Yap1* deletion early in the embryonic lung epithelium in mice leads to a general failure in cell type specification^53^, making it impossible to investigate a specific role for YAP1 in PNEC specification. We thus tested the requirement for *Yap1* in PNEC transdifferentiation during injury.

We crossed *Yap1*^*fl/fl*^ mice to *Ascl1*^*CreER/+*^;*Rosa26*^*LSL-Tom/LSL-Tom*^ mice and labeled PNECs with Tomato by injecting tamoxifen followed by naphthalene to induce injury. We then allowed the mice a 3-week recovery period before harvesting the lungs for analysis. Immunofluorescence staining of lung sections from these mice identified Tomato-positive cells expressing CC10 in control mice but not *Yap1* mutant mice. Furthermore, lineage-labeled cells with CC10 expression also co-expressed YAP1 whereas those that did not transdifferentiate remained YAP1 negative (Fig. 7a, b). In addition, quantification of Tomato-positive clusters in the lungs by whole mount imaging showed reduced numbers of large Tomato-positive clusters in *Yap1* mutant mice compared to controls (Fig. 7c, d). These experiments indicate that *Yap1* is required for the NE to non-NE transition in response to naphthalene injury in the lung epithelium.

**Fig. 7:**
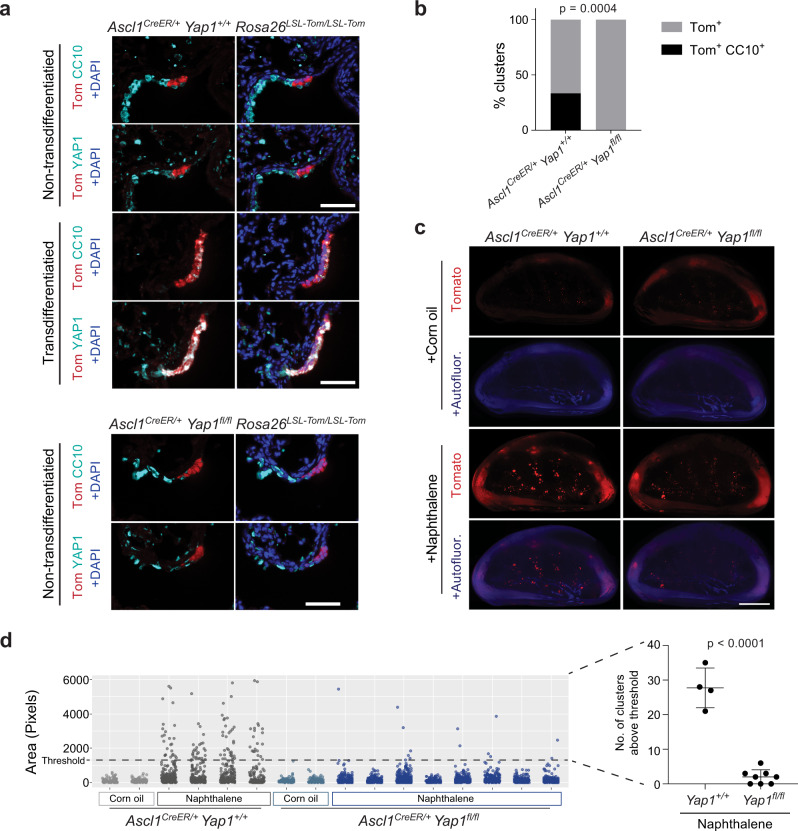
YAP1 is required for the transdifferentiation of pulmonary neuroendocrine cells after naphthalene injury. **a** Representative immunofluorescence images for Tomato expression (red) and either CC10 or YAP1 (cyan) on consecutive sections from a *Ascl1*^*CreER/+*^;*Rosa26*^*LSL-Tom/LSL-Tom*^;*Yap1*^*+/+*^ or *Yap1*^*fl/fl*^ mouse 3 weeks after naphthalene-induced lung injury and tamoxifen injection (as in Fig. 4b). DAPI stains DNA in blue in the images on the right. Scale bar, 50 μm. **b** Quantification (%) of clusters that are Tom^+^ or Tom^+^, CC10^+^ after injury as in (**a**) (*n* = 27 clusters for *Yap1*^*+/+*^ and 32 clusters for *Yap1*^*fl/fl*^ counted from 3 mice per genotype). Fisher’s exact test, two-tailed. **c** Whole mount fluorescence images of left lung lobes 3 weeks after injury. Images representative of *n* = 2 independent experiments. Scale bar, 5 mm. **d** Scatterplot of normal NEBs and PNEC outgrowths after injury as in (**c**) with each column in the scatterplot representing a single mouse and each data point a tomato-positive cluster in that mouse (*n* = 2 mice for corn oil controls, 4 mice for naphthalene-treated *Yap1*^*+/+*^ and 8 mice for naphthalene-treated *Yap1*^*fl/fl*^). Unpaired *t*-test was conducted on the number of clusters from each mouse in naphthalene-treated groups that are above the threshold size of the non-injured controls (*n* = 4 mice for *Yap1*^*+/+*^, *n* = 8 mice for *Yap1*^*fl/fl*^), data represented as mean ± s.d. See also Supplementary Fig. 10. Source data are provided as a Source Data file.

## Discussion

Progress on understanding critical molecular events in Notch-driven cell fate changes in normal tissues has often been limited by the rarity of the cells involved in these transitions in vivo and the challenges associated with culturing these cells. We show here that SCLC hijacks normal developmental pathways and that findings relevant to Notch signaling in this cancer model where cells are not limiting can be extrapolated to normal tissue development and injury. Using SCLC, we identified REST and YAP1 as two additional important contributors to Notch-driven regulation of pulmonary neuroendocrine cell fate decisions. Both REST and YAP are antagonistic to the neuroendocrine fate and when lost, promotes NE specification or impedes transition towards the non-NE fate depending on the context (Fig. 8a, b).

**Fig. 8:**
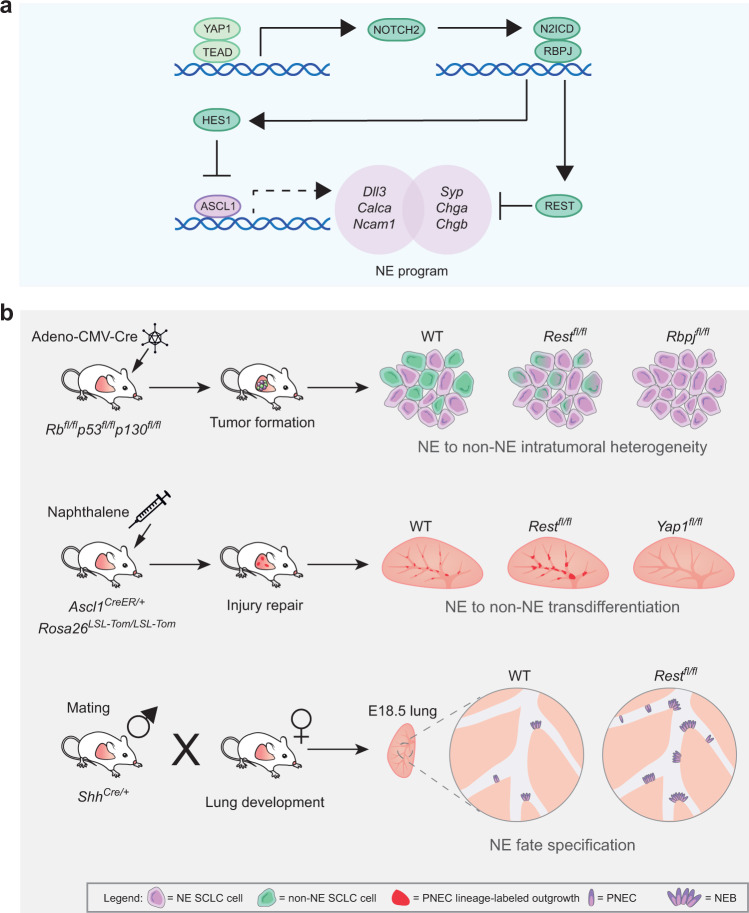
A conserved YAP/Notch/REST network controls the neuroendocrine cell fate in the lungs. **a** Schematics of the molecular pathway governing the activation/repression of the neuroendocrine programs. Active YAP1 upregulates the expression of NOTCH2, which in turn increases the expression of REST and HES1. HES1 represses the transcription of *Ascl1*, indirectly repressing the genes under ASCL1 transcriptional control, while REST directly represses the transcription of a distinct part of the neuroendocrine program. **b** Schematics of the in vivo experiments testing the effect of the loss of *Rest/Rbpj/Yap1* on intratumoral heterogeneity, transdifferentiation during injury repair, and neuroendocrine fate specification during lung development. In the tumor model, loss of *Rest* prevents full transition to the non-neuroendocrine fate in contrast to *Rbpj*, which completely blocks the transition. In the injury model, *Rest* deletion delays terminal transdifferentiation resulting in a longer proliferation phase and larger outgrowths. *Yap1* deletion blocks the ability of PNECs to respond to the injury, leading to the reduction in outgrowths/transdifferentiation. In the development model, the absence of REST promotes the neuroendocrine fate, causing an increase in the number of pulmonary neuroendocrine cells (PNECs) and neuroepithelial bodies (NEBs) in the lung.

Studies on PNEC specification in early development and transdifferentiation after injury have centered mainly around NOTCH receptors/ligands and ASCL1. The loss of NE signature when Notch signaling is activated has been attributed to the decrease in expression and activity of ASCL1, a well-known transcriptional activator of NE genes^12,54–56^. However, our previous work showed that knock-down of ASCL1 in NE SCLC cells in culture is not sufficient to switch these cells to a non-NE fate and placed the transcriptional repressor of neuronal genes, REST, downstream of Notch^29^. Our new data reveal that REST and ASCL1 govern largely independent transcriptional programs determining NE fate. In the absence of REST, a large number of NE genes cannot be repressed or show significantly delayed repression as cells switch fate towards a non-NE state. These experiments conclusively demonstrate that REST is an important mediator of Notch signaling to promote the non-NE fate. Recent work in the pancreas^57^ indicates that this role for REST in controlling neuroendocrine differentiation is conserved in other lineages.

Based on our findings, we place YAP1 upstream and REST downstream of Notch signaling. However, we cannot exclude the possibility of different sequences of events in different scenarios or the existence of feedback loops. For example, we observed upregulation of *Notch2* after REST overexpression in SCLC cells in our RNA-seq data. *Rest* expression may also be induced by YAP1 in mechanisms independent of Notch signaling^38^. There is further evidence of crosstalk and bidirectional regulation between the Hippo/YAP and Notch pathways in other settings^58,59^. In an example directly relevant to our study, Yao and colleagues observed nuclear YAP1 in lineage-labeled PNECs expressing constitutively active NICD 3 days post-naphthalene injury^23^. Assuming that YAP1 is downstream of Notch signaling based on these data, the authors deleted *Yap1* in NICD-expressing cells and observed no changes in the phenotypes analyzed, which led them to conclude that Hippo pathway was not required^23^. Yet it remains possible that YAP1 is upstream of Notch signaling initially, but that the two pathways work together in a positive feedback loop to drive the transdifferentiation process^38^.

By single-cell RNA-seq analysis, most of the PNECs do not express *Yap1* except for a few rare cells^24^. Interestingly, only 20–30% of NEBs form “outgrowths” after naphthalene injury, and it has been postulated that these outgrowths arise from a rare type of “stem-cell like” PNECs that express *Notch2*^24^. Other than naphthalene-induced injury, another commonly studied lung injury is hypoxia. Studies in breast cancer have shown that hypoxia can inhibit Hippo signaling leading to YAP1 accumulation in the nucleus^60^. In the lungs, hypoxia induces proliferation in ~20% of the NEBs^61^ similar to the 20–30% noted in naphthalene-induced lung injury^24^. It is tempting to conjecture that the subset of NE cells induced to proliferate by hypoxia and naphthalene is the group of “stem cell-like” NE cells that may express *Yap1*. A simple model would then be that *Yap1* and *Notch2* are co-expressed in the same “stem-cell like” PNECs. The current single-cell RNA-seq data do not support this idea, although this may be due to detection limits of the technology. Dual lineage-tracing systems to label *Ascl1* and *Yap1* expressing PNECs will be needed to address this question.

SCLC is classified into four major subtypes based on expression of four key transcription regulators ASCL1, NEUROD1, POU2F3, and YAP1^34^, although there has been some debate whether YAP1 expression marks a true subtype or is a reflection of intratumoral heterogeneity^62–64^. Tumors in our *TKO* mouse model are of the ASCL1 subtype and based on our findings here, YAP1-expressing cells are non-NE and part of the intratumoral heterogeneity. Hence, SCLC subtype classification based on YAP1 alone may not be sufficient. We previously published that Notch-active non-NE cells, while growing slower than their counterpart, secrete factors to promote the growth of the NE cells; these cells are also more resistant to chemotherapy^29^. High expression of NOTCH1 correlates with decreased survival in SCLC patients^65^. Recent evidence further indicates that YAP1-driven reprogramming of SCLC cells towards a non-NE phenotype can decrease the sensitivity of SCLC cells to chemotherapy^38^. Thus, it might be beneficial to target these non-NE cells. Unfortunately, the NOTCH2/3 inhibitor Tarextumab in combination with chemotherapy failed a phase 2 SCLC clinical trial in 2017 with reasons unclear as no biopsies were taken^66^. In addition, SCLC tumors comprise very few non-NE cancer cells when they metastasize in mouse models^29^, suggesting that the non-NE cells are not absolutely required during SCLC progression. Furthermore, YAP/TAZ may overall be tumor suppressors in SCLC^67^, which makes it unclear whether YAP1^+^ non-NE cells should be targeted or not. Nevertheless, one main reason for fast therapy resistance/relapse is attributed to the plasticity of SCLC cells which might be alleviated by limiting transdifferentiation^37,64,68^. A possible therapeutic strategy would be to use activators or inhibitors of TEAD and REST^69–71^ to drive the cells to a non-NE fate or lock the cells in a NE fate in combination with other therapies, for example ASCL1 inhibitors^72^ or Notch pathway regulators^17,56^ that exploit differential vulnerabilities of the various cell states in SCLC.

Our identification of common transcriptional regulators and pathways in PNEC fate decisions and SCLC transdifferentiation underscores the relevance of PNEC biology to the evolution of SCLC intratumoral heterogeneity and vice versa. Discoveries in both fields will aid in development of better treatment options for not just SCLC but also other diseases linked to the activity of PNEC, including asthma and other immune-related activities in the lungs^73,74^.

## Methods

### Ethics statement

Mice were maintained according to practices prescribed by the NIH at Stanford’s Research Animal Facility (protocol #13565). Additional accreditation of Stanford animal research facilities was provided by the Association for Assessment and Accreditation of Laboratory Animal Care (AAALAC).

### Animal studies

Mouse lines used were the triple-knockout (*TKO*) SCLC mouse model bearing deletions of floxed (fl) alleles of *p53*, *Rb*, and *p130* as previously described^75^, GFP reporter expressed from the endogenous *Hes1* promoter *Hes1*^*GFP*^ allele^76^, Tomato reporter *Rosa26*^*lox-stop-lox-tdTomato*^^77^, GFP reporter under the control of *Chga* promoter *Chga-GFP* (inserted as multiple copies of BAC, also crossed to *TKO* but no Cre was introduced)^44^, floxed *Yap1* allele *Yap1*^*fl*^^78^, floxed *Rest* allele *Rest*^*fl*^ (also named *Rest*^*GTi*^)^39^, floxed *Rbpj* allele *Rbpj*^*fl*^^79^, Cre recombinase knocked into *Ascl1* locus *Ascl1*^*CreER*^ allele (also named *Ascl1*^*CreERT2*^)^80^ and Cre recombinase knocked into *Shh* locus *Shh*^*Cre*^ allele (also named *Shh*^*GFPcre*^, featuring Cre fused to GFP)^81^. *Dner* KO mice were generated by the Stanford Transgenic, Knockout, and Tumor Model Center (TKTC) via injection of C57BL/6 mouse zygotes with sgRNAs and Cas9 targeting sites in intron 1 and 4, resulting in a deletion of exon 2–4 containing the delta/notch-like EGF repeat region.

For in vivo SCLC studies, tumors were induced in 8–12 weeks old mice of mixed gender by intratracheal instillation with 4 × 10^7^ PFU of Adeno-CMV-Cre (Baylor College of Medicine, Houston, TX)^29^. Mice were euthanized before or at the first sign of respiratory distress in accordance with Stanford APLAC guidelines. Mice were housed at 22 °C ambient temperature with 40% humidity and a light/dark cycle of 12 h (7 a.m.–7 p.m.).

### Flow cytometry sorting of cells

Tumors isolated from the lungs of *TKO*;*Hes1*^*GFP/+*^ mice approximately 6–7 months after tumor induction were pooled, finely chopped with a razor blade, and digested in 6 mL of PBS with 120 µL of 100 mg/mL collagenase/dispase (Roche) for 45 min in a 37 °C shaker. The mixture was then cooled on ice before adding 15 µL of 1 mg/mL DNase (Sigma) for 5 min. Digested tissue was passed through a 40 µm filter, spun down, and resuspended in 1 mL of red blood cell lysis buffer (150 mM NH_4_Cl, 10 mM KHCO_3_, 0.1 mM EDTA) for 1.5 min. Cells were spun down, washed once in DMEM, and resuspended in FACS buffer (10% BGS in PBS, 1 million cells per 100 µL). The resultant single-cell suspension was stained with the following FACS antibodies: CD45-PE-Cy7 (eBioscience 25-0451-82, clone 30-F11, 1:100), CD31-PE-Cy7 (eBioscience 25-0311-82, clone 390, 1:100), TER-119-PE-Cy7 (eBioscience 25-5921-82, clone TER-119, 1:100), CD24-APC (eBioscience 17-0242-82, clone M1/69, 1:200) or CD45-Pacific Blue (BioLegend 103126, clone 30-F11, 1:100), CD31-Pacific Blue (BioLegend 102422, clone 390, 1:100), TER-119-Pacific Blue (BioLegend 116232, clone TER-119, 1:100), CD24-PE-Cy7 (Biolegend 101821, clone M1/69, 1:200), ICAM1/CD54-PerCP-Cy5.5 (Biolegend 116123, clone YN1/1.7.4, 1:100), NCAM1/CD56-APC (R&D Systems FAB7820A, clone 809220, 1:50) and DAPI to label dead cells.

Lungs from *Chga-GFP* mice were digested and stained as above with an additional lineage negative selection marker F4/80-PE-Cy7 (BioLegend 123114, clone BM8, 1:100) and EpCAM-APC (eBioscience 17-5791-82, clone G8.8, 1:100) instead of CD24 as positive selection marker.

Tumors isolated from the lungs of *TKO;Rest*^*fl/fl*^ or *TKO;Yap1*^*fl/fl*^ mice were digested in the same way but stained with the following FACS antibodies: CD45-Pacific Blue (BioLegend 103126, clone 30-F11, 1:100), CD31-Pacific Blue (BioLegend 102422, clone 390, 1:100), TER-119-Pacific Blue (BioLegend 116232, clone TER-119, 1:100), CD24-APC (eBioscience 17-0242-82, clone M1/69, 1:200), NCAM1-Alexa Fluor 488 (R&D Systems FAB7820G, clone 809220, 1:50), and ICAM1-PE-CY7 (BioLegend 116122, clone YN1/1.7.4, 1:100).

FACS was performed with a 100 µm nozzle on a BD FACSAria II using the FACSDiva software. Data were analyzed and plotted using FlowJo v10.

### Genotyping

DNA was extracted from cells using the Allprep DNA/RNA microkit (Qiagen 80284). 1 ng of DNA was used for each PCR reaction to detect unrecombined (floxed) and recombined (delta, Δ) *Rb*, *p53*, and *p130* alleles. Primer sequences are available in Supplementary Data 14.

### RNA-seq library preparation, sequencing, and analysis

2 × 10^5^ cells were sorted for each sample from tumors of *TKO;Hes1*^*GFP/+*^ mice, REST or YAP1 overexpressing cell lines in respective experiments. RNA was isolated using Allprep DNA/RNA microkit (Qiagen 80284) according to manufacturer’s protocol and concentration determined by Agilent Bioanalyzer 2100. Libraries were prepared using TRIO RNA-seq kit (Nugen 0507-32) according to manufacturer’s protocol with 5 ng of RNA for in-vivo tumor cells or 10 ng of RNA for in-vitro cell lines per sample as starting material. Concentration of libraries were determined using KAPA library quantification kit (KAPA Biosystems KK4835) and samples were pooled evenly for sequencing using Illumina Nextseq 500 or Hiseq 4000 to obtain approximately 30 million paired-end reads per sample.

5 × 10^6^ cells were pelleted and snap frozen for each cell line generated from tumors of *TKO* or *TKO;Rest*^*fl/fl*^ mice. RNA isolation, library preparation and sequencing were performed by Novogene using Illumina platforms to obtain approximately 30 million paired-end reads per sample.

For the *Ascl1* knock-down experiments, RNA was isolated from sh*Ascl1-*transduced cell lines using the Allprep DNA/RNA microkit (Qiagen 80284) and sent to Novogene for library preparation and sequencing as described above.

Transcript count files for RNA-seq data were generated using Salmon^82^ (combine-lab.github.io/salmon/). Differential expression analysis was conducted using DESeq2^83^ with default settings. Plots are generated using ggplot2^84^ (https://ggplot2.tidyverse.org/) and EnhancedVolcano^85^ (github.com/kevinblighe/EnhancedVolcano).

### Gene set enrichment analysis

Normalized count files generated by DESeq2 were used as input for Gene set enrichment analysis^86,87^ (GSEA). GSEA was performed using MSigDB Hallmark gene sets with the following settings (Number of permutations = 1000, Permutation type = gene_set).

### Gene ontology enrichment analysis

Gene ontology (GO) enrichment analysis was performed using Metascape^88^ with default settings in the “Express Analysis” or “Custom Analysis: Cellular components/Biological Processes” functions.

### Single-cell fluidigm analysis

Single cells were sorted into individual wells of a 96-well PCR plate containing 5 µL of 2× reaction mix (CellsDirect^TM^ One-Step RT-qPCR kit, Invitrogen 11753) and 2 units of SUPERase-In RNase inhibitor (Ambion, AM2696). Plates are stored at −80 °C till processing. Primers were designed using Fluidigm D3 assay design system and pooled to a final concentration of 500 nM to be used at 10× dilution in the PCR reaction. One-step reverse transcription and pre-amplification were performed on the sorted cells with the pooled primers and SuperScript III RT/Platinum *Taq* Mix from the kit using the following cycle conditions: 15 min 50 °C, 2 min 95 °C, 20 cycles of 15 s 95 °C and 4 min 60 °C, 15 min 4 °C. The cDNA products were treated with Exonuclease I (NEB M0293S) for 30 min at 37 °C, inactivation at 80 °C for 15 min to remove excess primers and diluted 5-fold with low EDTA TE (Affymetrix 75793) for the final reaction. 2.25 µL of diluted cDNA, 2.5 µL 2× Sso Fast EvaGreen Supermix with low ROX (Bio-Rad #172-5211) and 0.25 µL 20× DNA binding dye sample loading reagent (Fluidigm #100-3738) were mixed and then loaded into a 48.48 Dynamic Array^TM^ integrated fluidic circuit (IFC) chip sample inlets. 0.25 µL of each 100 µM primer pair, 2.5 µL 2× Assay Loading reagent (Fluidigm #85000736) and 2.25 µL low EDTA TE were mixed and loaded into the IFC assay inlets. The chip was ran on a Biomark^TM^ machine according to the manufacturer’s protocol for EvaGreen probes. Primer sequences are available in Supplementary Data 14.

### Single-cell RNA-seq analysis

Single-cell RNA-seq TPM data of PNECs and other lung epithelial cell types in a normal lung were downloaded from GEO:GSE136580^24^.

### Immunostaining

For immunofluorescence on paraffin sections, tissues were first fixed overnight in 10% neutral buffered formalin (NBF) and processed for paraffin embedding. Paraffin sections were deparaffinized with Histo-clear (National Diagnostics HS-200) and rehydrated in decreasing strengths of ethanol and finally water. Antigen retrieval was carried out in citrate-based unmasking solution (Vector Laboratories H-3300) by heating in the microwave till boiling followed by additional 12 min at 30% power. Sections were washed in PBST (PBS with 0.1% Tween-20) and blocked in 5% horse serum for 1 h. Primary antibodies diluted in PBST with 5% horse serum were then added to the sections for incubation overnight at 4 °C.

To co-stain YAP1 with CC10 in tumors, staining of YAP1 was done first by alkaline phosphatase-based method using Impress^®^-AP anti-rabbit IgG kit (Vector Laboratories MP-5401) following the manufacturer’s protocol and color development with ImmPACT^®^ Vector^®^ Red alkaline phosphatase substrate (Vector Laboratories SK-5105), which fluoresces in the red channel. The sections were then reblocked for an hour in 5% horse serum before incubating with anti-CC10 primary antibody overnight at 4 °C and fluorophore-conjugated secondary antibody for an hour at room temperature the next day. Nuclei were counterstained with DAPI (Sigma), and slides mounted with Fluoromount-G^®^ (Southern Biotech 0100-01). The following antibodies were used: Yap(D8H1X)XP^®^ (Cell Signaling Technology 14074S, 1:200), CC10/Scgb1a1 (Santa Cruz sc-9772, 1:50) and Alexa Fluor^®^488 donkey anti-goat IgG (Invitrogen A-11055, 1:200).

To co-stain SYP or YAP1 with CC10 in the injury models, CGRP with tdTomato in the injury models, RPB-J or HES1 with CC10 in tumors, paraffin sections were deparaffinized and heat-antigen retrieved as above. Endogenous peroxidase was blocked by incubating slides in 3% hydrogen peroxide. Slides were then washed in PBST, blocked in 5% horse serum and incubated with primary antibodies overnight at 4 °C. SYP, YAP1, CGRP, RBP-J or HES1 was developed first by using ImmPRESS^®^ HRP Horse Anti-Mouse IgG Polymer Detection Kit (Vector Laboratories MP-7402) for SYP or ImmPRESS^®^ HRP Horse Anti-Rabbit IgG Polymer Detection Kit (Vector Laboratories MP-7401) for CGRP, YAP1, RBP-J and HES1 following the manufacturer’s protocol and color development with TSA Plus Fluorescein (Akoya Biosciences). Sections were then washed in PBST and incubated with fluorophore-conjugated secondary antibody against CC10 primary antibody for an hour at room temperature. Tomato was stained in the same manner as CC10. Nuclei were counterstained with DAPI (Sigma), and slides mounted with Fluoromount-G® (Southern Biotech 0100-01). The following antibodies were used: Syp (Neuromics MO20000, 1:200), Yap(D8H1X)XP^®^ (Cell Signaling Technology 14074S, 1:200), RBP-J/RBPSUH (D10A4)XP^®^ (Cell Signaling Technology 5313, 1:200), HES1 (Cell Signaling Technology 11988, 1:200), CGRP (Sigma-Aldrich C8198, 1:200), CC10/Scgb1a1 (Millipore 07-623, 1:200), CC10/Scgb1a1 (Santa Cruz sc-9772, 1:50), RFP/Tomato (Biosource MBS448092, 1:500), Alexa Fluor^®^594 donkey anti-rabbit IgG (Invitrogen A-21207, 1:200), Alexa Fluor^®^488 donkey anti-rabbit IgG (Invitrogen A-21206, 1:200) and Alexa Fluor^®^594 donkey anti-goat IgG (Invitrogen A-11058, 1:200).

For immunofluorescence on cryosections, in embryo studies, pregnant mice were injected with 100 mg/kg of BrdU (Sigma B5002) 2 hrs before sacrificing. E18.5 embryos were dissected out with the left lung lobe taken for immediate freezing in O.C.T. (Sakura Tissue-Tek^®^ O.C.T^™^. Compound 4583) with liquid nitrogen into cryoblocks that were kept at −80 °C till sectioning. Tumor-bearing lungs from adult *TKO* mice were processed in the same manner as above with an additional step of lung inflation with 50% O.C.T in PBS before embedding. The cryoblocks were sectioned at 7 µm thickness. For quantification of PNECs in embryonic lungs, 1 section was collected approximately every 4 sections. The cryosections were kept in an airtight tube at −80 °C till staining. Cryosections were equilibrated to room temperature in the tube before being taken out to fix in 4% paraformaldehyde for 10 min. Slides were washed once in PBS and once in distilled water for 5 min each. Antigen retrieval was carried out in citrate-based unmasking solution (Vector Laboratories H-3300) by heating in the microwave till boiling and then immediate cooling on the benchtop for 30 min. Sections were blocked in blocking solution (5% horse serum, 0.25%Triton X-100) for an hour at room temperature before incubation with primary antibodies overnight at 4 °C. The following day, sections were washed three times for 5 min each in PBS followed by secondary antibody incubation for an hour at room temperature and nuclei counterstain with DAPI. Finally, slides were mounted with Fluoromount-G^®^ (Southern Biotech 0100-01) for viewing. The following antibodies were used: CGRP (Sigma-Aldrich C8198, 1:200), BrdU (BD Biosciences 347580, 1:50), Dner (R&D Systems AF2254, 1:50), AGER/RAGE (R&D Systems MAB1179, 1:200), CC10/SCGB1A1 (Millipore 07-623, 1:200), Alexa Fluor^®^594 donkey anti-rabbit IgG (Invitrogen A-21207, 1:200), Alexa Fluor^®^488 donkey anti-rabbit IgG (Invitrogen A-21206, 1:200), Alexa Fluor^®^594 donkey anti-rat IgG (Invitrogen A-21209, 1:200) and Alexa Fluor^®^488 donkey anti-mouse IgG (Invitrogen A-21202, 1:200).

For immunohistochemistry (DAB) on paraffin sections, slides were deparaffinized and heat-antigen retrieved in the same manner as immunofluorescence. Endogenous peroxidase was blocked by incubating slides in 3% hydrogen peroxide. Slides were then washed in PBST, blocked in 5% horse serum, and incubated with primary antibodies overnight at 4 °C. CC10 was developed by using ImmPRESS^®^ HRP Horse Anti-Rabbit IgG Polymer Detection Kit (Vector Laboratories MP-7401) following the manufacturer’s protocol and color development with DAB substrate kit (Vector Laboratories SK-4100). HES1 or YAP1 was developed using ImmPRESS^®^ Excel Amplified Polymer Staining Anti-Rabbit IgG Peroxidase kit (Vector Laboratories MP-7601) following the manufacturer’s protocol. Sections were counterstained with hematoxylin (Sigma-Aldrich HHS32-1L), dehydrated in increasing strengths of ethanol ending in xylene, and mounted with Refrax mounting medium (Anatech Ltd 711). The following antibodies were used: Hes1 (Cell Signaling Technology 11988, 1:200), Yap(D8H1X)XP^®^ (Cell Signaling Technology 14074S, 1:200), RBP-J/RBPSUH (D10A4)XP^®^ (Cell Signaling Technology 5313, 1:200), CC10/Scgb1a1 (Millipore 07–623, 1:5000).

Images were taken using a Keyence BZ-X700 all-in-one fluorescence microscope with BZ-X viewer program version 1.3.1.1 and BZ-X Analyzer 1.4.0.1.

### DNA/RNA extraction, cDNA synthesis and RT-qPCR analyses

The right cranial lobe and the right middle lobe of E18.5 embryos were collected, washed in cold PBS, and stored at −80 °C till processing. Cells from in-vitro experiments were counted (200k or 1 million cells), washed once in cold PBS before freezing down as cell pellets. DNA and RNA were extracted using Qiagen Allprep DNA/RNA microkit according to the manufacturer’s protocol. 1 µg of RNA was taken as starting material for cDNA synthesis using ProtoScript^®^ First Strand cDNA synthesis (NEB E6300L) with the provided randomized primer mix. The cDNA product was diluted 1:20 with water for RT-qPCR using Perfecta^®^ SYBR^®^ Green Fast Mix (Quanta Biosciences 95073) on a Bio-Rad CFX384 Touch Real-Time PCR Detection System. Data were normalized to *Gapdh* as the housekeeping gene. Primer sequences are available in Supplementary Data 14.

### Naphthalene-induced lung injury

8–10 weeks old mice of mixed gender were injected with 1.5 mg of tamoxifen (20 mg/mL in corn oil, Sigma-Aldrich T5648) i.p. daily for three consecutive days. Cages were changed 72 h later to allow tamoxifen to wash out completely. 7 days after the last tamoxifen injection, mice were injected with a single dose of 200 mg/kg of naphthalene (50 mg/mL in corn oil, Sigma-Aldrich 184500) to induce injury. 3 weeks after naphthalene injection, lungs were harvested and fixed in cold 4% paraformaldehyde (diluted with PBS from 32% paraformaldehyde, Electron Microscopy Sciences 15714) with rocking at 4 °C for 4–5 h, protected from light to preserve endogenous fluorescence. Fixed lungs were washed once in PBS for 2 h followed by a second PBS wash overnight at 4 °C. After which, they were transferred into Cubic-L (Tokyo Chemical Industry T3740) for 4 days (with one change of solution after 2 days) for clearing at room temperature with slow rocking. The lungs were then washed twice in PBS, 2 h each at room temperature, before storing in Cubic-R+ (Tokyo Chemical Industry T3741) at 4 °C for the rest of the time (1–2 days later) till imaging. For whole mount imaging, cleared lungs were placed in inverted coverglass chambers (Nunc Lab Tek 155361) and imaged with ×2 objectives using Keyence BZ-X700 all-in-one fluorescence microscope with BZ-X Viewer program version 1.3.1.1 and BZ-X Analyzer 1.4.0.1. Images were analyzed and quantified using SCF-MPI-CBG Interactive H-watershed plugin on FIJI (Fiji Is Just ImageJ)^89^. Statistical analyses for these injury experiments were performed on clusters containing cells over a threshold (based on corn oil-treated mice) because only a small fraction of neuroendocrine cells is expected to respond to injury^24^. Statistical analysis using median values showed no significance, as shown in the panels.

### Tumor number/area, HES1/CC10/YAP1 DAB and fluorescence staining quantification

For tumor burden quantification, H&E sections were imaged with ×2 objectives using Keyence BZ-X700 all-in-one fluorescence microscope with BZ-X Viewer program version 1.3.1.1 and BZ-X Analyzer 1.4.0.1. Tumors were manually demarcated as region of interests (ROIs) and tumor number/area measured with Fiji Is Just ImageJ (FIJI). For Hes1 and CC10 DAB staining quantification, tumor regions were imaged with ×20 objectives using the Keyence microscope. Hes1 nuclear staining and CC10 cytoplasmic staining were quantified using ImmunoRatio and ImmunoMembrane plugins on FIJI, respectively^90,91^. HES1 and CC10 fluorescence staining were quantified using the cell detection feature on Qupath^92^.

### ChIP-qPCR

Cells were washed once in PBS and first fixed with 2 mM disuccinimidyl glutarate (Thermo Scientific 20593) in PBS for 30 min to crosslink YAP1 to TEAD followed by a second fixation step with 1% methanol-free formaldehyde in PBS for 10 min at room temperature. Glycine is added to a final concentration of 0.125 M for 5 min to stop the fixation. Cold PBS was added, and cells scraped off into tubes and separated into aliquots of 30 mg pellets for immediate use or snap frozen and stored in −80 °C. Each pellet was resuspended on ice in 1 mL of Farnham lysis buffer (with protease inhibitor) (Boston Bioproducts CHP-110, Roche 05-892-970-001) and passed through a 21-gauge needle 20 times to result in a crude nuclei preparation which was again spun down and resuspended in 500 µL of RIPA buffer (with protease inhibitor) (Boston Bioproducts BP-115). The lysate was then sonicated in 30 s ON/30 s OFF cycles using Diagenode Bioruptor^®^Plus to obtain chromatin fragments of approximately 150–300 bp. The supernatant was collected and incubated with Yap(D8H1X)XP^®^ (Cell Signaling Technology 14074S) or control IgG (Cell Signaling Technology 2729S) antibodies overnight at 4 °C. The next day, 100 µL of pre-blocked protein A/G magnetic beads (in PBS/BSA) (Pierce 26162) were added and the mixture further incubated for 4 h at 4 °C. The immunoprecipitated chromatin then underwent a series of washes (3 min for each wash at 4 °C): 2 times low salt wash buffer (Boston Bioproducts CHP-160), 3 times high salt wash buffer (Boston Bioproducts CHP-165), 4 times 0.25 M LiCl wash buffer (Boston Bioproducts CHP-155), 1 time TE buffer (Invitrogen 12090-015). Finally, the chromatin was eluted by resuspending the bead pellet in 200 µL of IP elution buffer (Boston Bioproducts CHP-170) at 65 °C for an hour, vortexing every 15 min. Supernatant was collected and incubated at 65 °C overnight to complete reversal of crosslinks. 1 µL of RNase A (Invitrogen 12091-021) was added per de-crosslinked sample for 30 min at 37 °C followed by 4 µL of 0.5 M EDTA, 8 µL of 1 M Tris–HCl (pH 8.0) and 2 µL of Proteinase K (New England Biolabs P8107S) for 2 h at 55 °C. The immunoprecipitated DNA was then purified using QIAquick PCR Purification kit (Qiagen 28106) and eluted in 60 µL water for downstream qPCR, 1 µL per qPCR reaction. Primer sequences are available in Supplementary Data 14.

### ChIP-seq and analysis

For REST ChIP-seq (two biological replicates), ChIP was performed as above with REST antibody (Millipore 17-641) skipping the 2 mM disuccinimidyl glutarate fixation step. ChIP-seq libraries were constructed using the Ovation Ultralow System V2 kit (Nugen 0344NB-32) according to manufacturer’s protocol and sequenced on Illumina Hiseq4000 to obtain single-end reads of 75 bp. For ASCL1 ChIP-seq, fastq data were downloaded from GEO:GSE69394 (one replicate)^16^. ChIP data were aligned using BWA^93^ and Samtools^94^ to the mouse genome mm10 using the default settings. Aligned sequences were then processed using HOMER^95^ (http://homer.ucsd.edu/homer/) using the default settings (TAG directories, finding peaks, and motif analysis). Fold change is relative to input. Heatmap of binding sites were generated with default settings using deepTools^96^.

### Cell cultures and cell lines

Mouse SCLC cell lines were grown in RPMI-1640 medium (Corning MT15040CV) and 293T in DMEM medium (Hyclone SH30243.01) supplemented with 10% bovine growth serum (Hyclone SH3054103HI) and penicillin–streptomycin–glutamine (Gibco 10378016). Mouse KP1 SCLC cell line was generated in the lab and been described^97^. All other cell lines were isolated by FACS from the tumors of individual mice. 293T cells were purchased from ATCC. All cell lines tested negative for mycoplasma.

### REST and YAP1 overexpression in vitro studies

Control-P2A-GFP, mRest-P2A-GFP and hYap1-P2A-GFP were cloned into a lentiviral pCDH-CMV-MCS vector backbone (Addgene plasmid #72265) and packaged in 293T cells by co-transfection with delta8.2 and VSV-G using PEI. Virus supernatant was collected 48 h after transfection and added to KP1 cells. KP1 cells were then sorted 48 h or 5 days after virus transduction for RNA-seq. For Yap1 transdifferentiation assay, cells were sorted on day 5 and 2 × 10^5^ cells seeded per 6-well with culture medium refreshed every 4 days. At the end of day 14, the number of floating and adherent cells were trypsinized and quantified.

### *Ascl1* knockdown in vitro studies

Short hairpin RNAs against *Ascl1* (#1: 5′-CTCCAACGACTTGAACTCTAT-3′; #2: 5′-CCACGGTCTTTGCTTCTGTTT-3′) from the MISSION shRNA library (Sigma-Aldrich) were packaged in 293T cells by co-transfection with delta8.2 and VSV-G using PEI-based transfection. Virus supernatant was collected 48 h after transfection to infect KP1 cells. Puromycin (1 µg/mL) was added 24 h later for selection. The transduced cells were then harvested on Day 3 after transduction for RNA-seq analysis.

### ATAC-seq library preparation and analysis

5 × 10^4^ cells were sorted for each Hes1-GFP high or negative sample from pooled tumors of each individual *TKO;Hes1*^*GFP/+*^ mouse. ATAC-seq libraries were constructed as described in ref. ^49^. Briefly, cells were washed once in cold PBS buffer and resuspended in 50 µL of cold lysis buffer (10 mM Tris–HCl, pH 7.4, 10 mM NaCl, 3 mM MgCl_2_ and 0.1% IGEPAL CA-630) and centrifuged immediately for 10 min at 500 × *g*, 4 °C to generate a crude nuclei preparation. Nuclei pellets were resuspended in transposition mix (Illumina FC-121-1030: Nextera kit components—25 µL 2× TD buffer, 2.5 µL TDE1 transposase and 22.5 µL nuclease-free water) and incubated at 37 °C for 30 min. The samples were then purified using MinElute PCR purification Kit (Qiagen 28004). Library fragments were amplified in 1× NEBNext High Fidelity PCR Master Mix (New England Biolabs M0541) and 1.25 µM of custom Nextera PCR primers 1 and 2. Number of amplification cycles for each sample was determined by qPCR to prevent saturation. Final libraries were once again purified using MinElute PCR purification kit (Qiagen 28004) and sequenced on Illumina Hiseq4000 to generate paired-end 50 bp reads.

Paired-end reads were trimmed for Illumina adaptor sequences and transposase sequences using a customized script and mapped to mm10 using Bowtie2 (2.3.4.1)^98^ with parameters -p 4–very-sensitive. Duplicate reads were removed with Samtools^94^. Narrow peaks were called using MACS2^99^ with parameters–nomodel–extsize 73–shift -37 -q 0.001. Peaks from all samples were merged into a unique peak list, and raw read counts mapped to each peak [using bedtools multicov (Quinlan laboratory, University of Utah, Salt Lake City, UT) for each individual sample were quantified.

Differentially accessible peaks from the merged union peak list were selected with the DESeq2 R package from Bioconductor. Cutoffs were set at log_2_ fold change > 1 or <−1 and adjusted *p*-value < 0.001. 

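All listed peaks have an adjusted p under 0.001 and an absolute log2 fold change over 1, and no region is listed more than once. The ratio of each p-value to its adjusted value gives the number of peaks that entered the adjustment, about 153600, of which 52.3% are listed. About 84200 of them passed the limit on the adjusted p, and about 3900 of these changed too little to be listed. With an absolute log2 fold change over 2, 29274 opened and 33144 closed peaks remain, so the opened share falls to 46.9%. With an adjusted p under 1e-05, 31765 opened and 26599 closed peaks remain, and the opened share rises to 54.4%.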

Motif analysis on peak regions was performed using HOMER function^95^ (http://homer.ucsd.edu/homer/motif/) “findMotifsGenome.pl” with default parameters to calculate the occurrence of a TF motif in peak regions compared to that in background regions. We used −log_10_(*p*-value) to rank the enrichment level of TF motifs.

### In situ hybridization

Chromogenic In situ hybridization (ISH) for mouse *Rest* (RNAscope^®^ LS 2.5 probe–Mm-Rest, ACDBio #316258) or mouse *Chga* (RNAscope^®^ LS 2.5 probe–Mm-Chga, ACDBio #447858) was performed on a Leica Bond RX with Bond Polymer Refine Red Detection kit DS9390). For multiplex ISH and E-cadherin immunofluorescence (IF), ISH was detected with Opal650 using the Opal automation IHC kit (Akoya Biosciences, SKU NEL821001KT), followed by E-cadherin (Cell Signaling Technology 3195, 1:400) on the Leica Bond Max with EnVision+ System-HRP Labeled Polymer Anti-Rabbit (DAKO, K4003) and Opal570 followed with DAPI. Whole sections were scanned using the Olympus VS120 and staining was quantified using the ISH detection algorithms in HALO.

### Immunoassay

Cells were lysed in RIPA buffer (Thermo Fisher Scientific 89900) supplemented with protease and phosphatase inhibitors (Roche cOmplete ULTRA tablets, Mini, EASYpack 05892970001 and PhosSTOP EASYpack 04906845001). Protein concentration was measured using Pierce^TM^ BCA protein assay kit (Thermo Fisher Scientific 23227). Immunoassays were conducted following the manufacturer’s protocol using the capillary-based Simple Western^TM^ assay on the Wes^TM^ system (ProteinSimple). Compass software v4.0.0 was used to analyze and visualize the results. The following antibodies were used: ASCL1 (Santa Cruz sc-374104, 1:200), YAP1 (D8H1X)XP^®^ (Cell Signaling Technology 14074S, 1:2000), NOTCH2 (Cell Signaling Technology 5732, 1:2000), HES1 (Cell Signaling Technology 11988, 1:50), UCHL1 (Sigma-Aldrich HPA005993, 1:5000), and HSP90 (Cell Signaling Technology 4877, 1:5000).

### Statistics and reproducibility

Statistical significance was assayed with GraphPad Prism software apart from Wilcoxon rank sum test which was carried out in R. The specific tests used are indicated in the figure legends. Data were presented as mean ± standard deviation unless stated otherwise. All experiments were independently replicated at least twice or findings verified using other orthogonal methods. No data were excluded except for 4 cell lines isolated from *TKO;Rest*^*fl/fl*^ tumors because *Rest* was not properly deleted as deduced from *Rest* mRNA levels. Mice for in vivo studies were randomized where applicable and sample sizes determined by pilot experiments or previous experiments using similar models. Investigators were not blinded to allocation during experiments and outcome assessment.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Supplementary Data 12

Supplementary Data 13

Supplementary Data 14

Supplementary Data 15

Reporting Summary

## Data Availability

All genomic sequencing datasets generated in this study are available at Gene Expression Omnibus (GEO) under Super Series GSE171919. Single-cell RNA-seq data of the lungs were downloaded from GSE136580. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: A conserved YAP/Notch/REST network controls the neuroendocrine cell fate in the lungs
**Source:** Nat Commun. 2022 May 16;13:2690. doi: 10.1038/s41467-022-30416-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

**Supplementary Data 1:** Differential gene analysis comparing Hes1-GFP^high^ to Hes1-GFP^neg^ SCLC cells sorted fresh from tumors in mice determined by RNA-seq and Enrichr transcription factor analysis of downregulated genes.

**Supplementary Data 2:** Gene Ontology (GO) analysis of differentially expressed genes comparing Hes1-GFP^high^ to Hes1-GFP^neg^ SCLC cells sorted fresh from tumors in mice by Metascape.

**Supplementary Data 3:** Annotated peaks/targets of REST ChIP-seq in Hes1-GFP^high^ SCLC cell lines.

**Supplementary Data 4:** Differential gene analysis comparing REST-overexpressing to control KP1 mouse SCLC cells at 48 hours and 5 days timepoints determined by RNA-seq.

**Supplementary Data 5:** High-confidence REST and ASCL1 targets shortlisted by ChIP-seq and RNA-seq datasets.

**Supplementary Data 6:** Annotated peaks/targets of ASCL1 ChIP-seq in TKO tumors.

**Supplementary Data 7:** Differential gene analysis comparing sh*Ascl1* #1 or #2 to sh*GFP* control in KP1 mouse SCLC cells at Day 3 determined by RNA-seq. ASCL1 targets shortlisted by ASCL1 knockdown/ChIP-seq as well as a list of ASCL1 targets that overlap with REST targets.

**Supplementary Data 8:** Gene Ontology (GO) analysis of common ASCL1 targets identified by sh*Ascl1* #1 and #2 by Metascape.

**Supplementary Data 9:** Gene Ontology (GO) analysis of high confidence REST and ASCL1 targets by Metascape.

**Supplementary Data 10:** Differential gene analysis comparing *TKO;Rest^fl/fl^* non-NE cell lines to *TKO;WT (Rest^+/+^)* non-NE cell lines derived from tumors in mice determined by RNA-seq and Gene ontology (GO) analysis of upregulated genes by Metascape.

**Supplementary Data 11:** Enrichr transcription factor analysis on list of derepressed genes in *TKO;Rest^fl/fl^* non-NE cells not identified as high confidence REST targets.

**Supplementary Data 12:** HOMER analysis of known motifs on the differentially accessible peaks (ATAC-seq) in Hes1-GFP^high^ vs Hes1-GFP^neg^ SCLC cells.

**Supplementary Data 13:** Differential gene analysis comparing YAP1-overexpressing to control KP1 mouse SCLC cells at a 5-days timepoint determined by RNA-seq and gene ontology (GO) analysis on upregulated genes by Metascape.

**Supplementary Data 14:** Lists of primers used for genotyping, Fluidigm single-cell RT-qPCR, and RT-qPCR.

**Supplementary Data 15:** Sample list of NE and non-NE cell lines derived from *TKO;WT (Rest^+/+^)* or *TKO;Rest^fl/fl^* tumors.

How the deposited data were processed for this re-analysis (not part of the article)

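The deposited files describe ATAC-seq of GFP high (non-NE) and GFP neg (NE) SCLC cells sorted from tumors of *TKO*;*Hes1* GFP/+ mice. The sample labels and the description deposited with the data, not the paper's text, give 4 pairs of populations from 3 mice (1 technical replicate) and 8 libraries, each run on 2 lanes. All 16 runs could be assigned to a group, a pair and a lane.

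The authors trimmed the reads of adaptor and transposase sequences, aligned them to mm10 with Bowtie2, removed duplicates with Samtools and called narrow peaks with MACS2, with reads extended and shifted around the Tn5 insertion sites. They merged the peaks of all samples and counted the raw reads of each sample in each merged peak with bedtools. The authors then compared the groups with DESeq2 and kept the peaks with an adjusted p under 0.001 and an absolute log2 fold change over 1. The signal the authors deposited per peak is the mean over all libraries of the counts divided by DESeq2's size factors. The log2 fold changes and their standard errors are the authors' estimates for GFP high over GFP neg cells. The deposited score per peak is the Wald statistic, which equals the log2 fold change divided by its standard error in every row. The p-values and adjusted p-values are those of the authors' Wald test with Benjamini-Hochberg adjustment. These are values of the whole comparison. The depth per library is therefore unknown, no value is given with an SD or n, and the comparison was not refitted. The precision of a fold change is the standard error of the authors' model, and the precision of a share of peaks is its Wilson interval at a confidence level of 95%. Peaks of the merged list that did not pass the limits were not analysed here, so no share refers to all accessible sites.

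All computations were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9. Peak positions are given 1-based on mm10. All peaks lie within the chromosomes of the GRCm38.p6 genome used here. Transcription start sites, exons and introns came from the basic GENCODE annotation of that assembly. A peak's class was taken from its centre, as promoter within 1 kb of a start site, then exon, intron or intergenic. A peak was assigned to the protein-coding gene with the nearest start site. The gene that the paper calls *Ctgf* is *Ccn2* in the annotation.

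HOMER and its matrices were not used here. The consensus strings of Supplementary Data 12 (405 distinct strings for 414 motifs) were searched without mismatches in the central 200 bp of each peak. Where the position of a site in a single peak is given, the whole peak was searched. Of 11 families fixed in advance by the motif names, 10 are TEAD, FOX, AP-1, NKX2, NFI, CEBP, GRHL2, CTCF, REST and RBPJ, and the results of the other are not reported here. The background windows had a mean GC content of 51.9% for opened peaks and 48.8% for closed peaks, against 52.2% and 49.0% in the peaks themselves. Families were tested with two-sided Fisher's exact tests, and motifs were ranked by the p-value of the same test. Motifs not above their background, and those without a match in it, shared the last rank whatever their p-value. This rank was 227 in the closed and 248 in the opened peaks. Gene lists were described by their share of opened or closed peaks, placed among 10000 random gene lists matched on the number of assigned peaks. Percentiles outside the central 95% of the random lists were taken as standing apart. The lists were the Hippo pathway genes of Fig. 6d, the lung cell type markers of Fig. 1b (PNEC, ciliated, club, AT1 and AT2 cells), the REST targets of the study, and markers of leukocytes, endothelium and fibroblasts.

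The genes named in the text are, by a rule set beforehand, those of Fig. 6d, Fig. 1b and Fig. 2b, *Hes1*, *Rest*, *Notch2* and *Dner*, and the 3 opened and the 3 closed peaks with the smallest adjusted p. Outside this rule, a few markers of other cell types were named after their values were seen. The motif families, the Hippo, lung cell type and REST target lists with their tests, the tests of peak classes, motifs and REST ChIP-seq peaks, and the alternatives tried were fixed before the data were examined. The shares by chromosome, the markers of leukocytes, endothelium and fibroblasts and the tests of explanations were added later. Of 15 tests of explanations, 11 were written down before the result they measure was known and 4 after it. The alternatives were stricter limits on the fold change and on the adjusted p, merging of peaks within 100 bp, autosomes and X only, a promoter distance of 3 kb, the whole peak, a short core string per family, peaks over 1 kb from a start site, opened and closed peaks matched on GC content, windows 1 kb outside each peak, dinucleotide-preserving shuffles, ranking by fold enrichment, other assignments of peaks to genes (within 10 kb of the gene body, or at most 100 kb from the start site), a subset of the REST targets, and another overlap and another subset of the REST ChIP-seq peaks.

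The programs were tested on simulated data. All 494 TEAD and 228 AP-1 strings planted in 5000 random sequences were recovered (100%). With no difference planted, Fisher's exact test called 4.7% of 1000 comparisons at 0.05. Of 200 random gene lists with no difference planted, 5.0% fell outside the central 95%, and all 200 lists with 90% of their peaks opened were found above it.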

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

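The tests of a copy number change in a part of chromosome 11 were chosen only after the result was seen. The other tests of this part were written down before their results were known.

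Chromosome 11 had the highest share of opened peaks of all chromosomes, a signal in regions the paper does not discuss. Of its 5266 listed peaks, 71.1% were opened (Wilson interval 69.8 to 72.3%), against 60.3% on chromosome 19, the next highest, and 41.7% on chromosomes 3 and 18, the lowest. Gene density and GC content argue only for part of this. Peaks of other chromosomes in the same strata of gene density, GC content and promoter position would give 60.1%, which leaves a difference of 10.9 percentage points, and the next largest positive difference was 4.69 on chromosome 19. The largest negative differences were -6.74 on chromosome 7 and -6.2 on chromosome 3. The excess was not spread over the chromosome. In windows of 10 Mb, all 8 windows from 50 Mb to the end lay above their expected share with their whole Wilson interval, and none of the 5 windows before 50 Mb did. Between 10 and 20 Mb the share was 26.3% (20.0 to 33.8%), under the 40.5% expected there, which argues against a higher copy number of the whole chromosome in GFP high cells as the only source. On the other chromosomes, 22.7% of the windows did so with their whole Wilson interval. Without regard to the interval, 9 of the 13 windows of chromosome 11 and 44.5% of those of the other chromosomes lay above their expected share.

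From position 50000001 to 122082543, 79.9% of the listed peaks were opened. Of the 1337 protein-coding genes of this part, 54.2% (51.5 to 56.8%) had an opened promoter peak, against 34.1% expected from gene density and GC content, 24.7% of the 300 genes before it and 25.0% of the genes of other chromosomes. Among 123 segments of the same length on other chromosomes, the highest share was 43.4%. A higher copy number of this part in GFP high cells is a candidate explanation, and it cannot be told apart from a change in chromatin. It predicts that closed peaks of this part lie closer to 0. The closed peaks with over 100 normalized reads had a median log2 fold change of -2.27 here and -2.67 on other chromosomes in the authors' deposited table, a difference of 0.395 (permutation test, p = 0.0662), while 3 copies against 2 would add 0.58. Only 27 such peaks lie in this part, and segments of other chromosomes reached -2.18, so this value does not decide. Over all 796 closed peaks of this part the median was -2.58 in the authors' deposited table, against -2.67 on other chromosomes, and it lies within the range of the 123 segments (-2.75 to -2.57). Closed peaks of those segments, moved by 0.58 and passed through the limits of the lists again, had medians from -2.32 to -2.17. The observed median is outside this range, which, taken alone, argues against 3 copies against 2 in all GFP high cells. Other values go with a gain. The same shift would leave 67.3% of the closed peaks of other chromosomes in the list. Closed promoter peaks were rarer in this part, at 2.84% of its genes, against 9.0% before it and 8.87% on other chromosomes. A change in chromatin could give these values too. A smaller shift, as from a gain in some of the cells, stays open. Read coverage outside the peaks, which could decide it, was not analysed here. A difference in chromatin between the GFP high and GFP neg states was not tested separately.

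AP-1 motifs were the most enriched family in the closed peaks, at 10.6% of the closed peaks against 0.943% of the windows matched on GC content (ratio 11.3, −log10 of the adjusted p-value 860, Fisher's exact test). Supplementary Data 12 of the paper also has an AP-1 motif at rank 1 of the closed peaks, but the paper's text does not discuss it. AP-1 motifs were enriched in the opened peaks too, so that the ratio of the opened to the closed share was 0.309. This excess in the closed peaks stayed once both lists were matched on GC content, where the ratio was 0.357, and among peaks over 1 kb from any transcription start site, where it was 0.347. Both values argue against these sequence properties as the whole explanation. Swapped labels of GFP high and GFP neg cells would place NE genes near opened peaks. Instead, 86.2% of the peaks assigned to REST targets, which are genes of the NE program, were closed, and the *Hes1* promoter peak was opened with a log2 fold change of 2.99 in the authors' deposited table. A hypothesis that remains is that AP-1 factors may occupy accessible sites of the NE cells that close in the non-NE cells. A sequence preference of Tn5 and a difference in the mix of cells within the tumors stay open as untested explanations.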

How the results depend on the processing

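No test here was chosen after the results were seen. Of 146 alternatives to 45 results, 128 kept the direction and the side of the threshold (or the count within 1.5 times), and 18 did not: 2 became weaker, 10 stronger, 3 reversed and 3 ranks moved. For these the cause was not tested.

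The counts of opened and closed peaks stayed within 1.5 times under every alternative, from 29274 to 40828 opened and from 26599 to 39539 closed. The smallest count of closed peaks came with an adjusted p under 1e-05, close to that limit. The opened share ran from 46.9% to 54.4%. Leaving out sequences other than the autosomes and X removed 1 closed peak, on chromosome Y. With changes of over 4-fold only, the ratio of exon peaks reversed to 1.12 and the ratio of intron peaks weakened to 0.991 (adjusted p 0.232), while the promoter ratio fell to 1.42 and kept its call.

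The ratio of opened to closed peaks with a TEAD motif stayed above 1 throughout, from 2.07 to 8.84, that of FOX motifs under 1, from 0.708 to 0.838, and that of AP-1 motifs under 1, from 0.309 to 0.399. CEBP motifs passed the threshold with the whole peak (11.6), the core string (3.69) and changes of over 4-fold (7.93), all on a few peaks. Among peaks over 1 kb from a start site the CEBP string was in 6 opened and 0 closed peaks, which passes the threshold too (adjusted p 0.0149) but has no ratio. Against the background, TEAD motifs in opened peaks ranged from 1.68 to 5.5, and NKX2 motifs from 1.2 to 2.54. CEBP motifs in opened peaks passed the threshold with windows 1 kb outside each peak (7.52), the whole peak (12.0) and the core string (8.71), and CEBP motifs in closed peaks with the core string (3.2). In closed peaks, shuffled sequences as background moved NKX2 motifs to 0.973. This counts as reversed, but it could not be told apart from the background (adjusted p 0.432, Fisher's exact test). The same background weakened NFI motifs to 1.04 and strengthened RBPJ motifs to 1.84, while the core string reversed RBPJ motifs to 0.928. With windows 1 kb outside each peak, the best FOX motif moved to rank 4 in opened and to rank 5 in closed peaks, and with the ranking by fold enrichment it moved to rank 1 of 9 in opened peaks.

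The 7 Hippo pathway genes and the REST targets stood apart from random lists with the nearest start site and with peaks within 10 kb of the gene body. The Hippo genes also did with a distance of at most 100 kb, which was not run for the REST targets, and the REST targets in the subset of targets. Peaks within 10 kb of the gene body moved the PNEC markers to a percentile of 0.295, and a distance of at most 100 kb moved the ciliated cell markers to 99.47, both outside the central 95%.

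Some alternatives gave no value. The complete strings of GRHL2, CTCF and REST had no match in any list, so they have no ratio, while the core strings of GRHL2 and CTCF were more frequent in opened than in closed peaks (2.23 and 2.48). No TEAD motif was in 5% of the peaks, so TEAD has no rank by fold enrichment. No paired analysis was possible because the files hold no values per library, and for the same reason leaving out each replicate in turn was not possible. The number of reads limits the weakest calls, since listed peaks start at 2.84 normalized reads.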

Differences from the paper's values

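The fold of a motif over its background was computed from exact strings, and the paper's from HOMER. For TEAD4 in opened peaks it was 3.82 against the paper's 2.31 (Supplementary Data 12), and 3.88 with windows 1 kb outside each peak, the 1 alternative set before the data were examined that applies to these motifs. For Nkx2.1 in opened peaks it was 4.0 against the paper's 1.53, and 3.0 with that alternative. For Fra1 in closed peaks it was 20.4 against the paper's 4.95, and 15.9 with that alternative. None of these came within 1.5 times of the paper's value. For FOXA1 in opened peaks the fold was 5.74 against the paper's 2.46, for FOXA1 in closed peaks 7.82 against the paper's 3.43, and for Fra1 in opened peaks 5.67 against the paper's 2.64. With windows 1 kb outside each peak these were 3.66, 3.85 and 3.86, within 1.5 times of the paper's values.

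The best FOX motif in opened peaks was Foxo3 at rank 2. The paper's rank 1 is FOXA1, which was at rank 24 here. Ranking by fold enrichment among motifs in at least 5% of peaks gave Foxo3 rank 1, and windows 1 kb outside each peak gave it rank 4. The best AP-1 motif in opened peaks was at rank 5 against the paper's rank 21, and at rank 7 with windows outside the peaks. In closed peaks the best FOX motif was Foxo3 at rank 2, and at rank 5 with windows outside the peaks. The paper's rank 2 in closed peaks is FOXA1, which was at rank 27 here.

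The paper places FOX and TEAD motifs at the top of the motifs of the opened peaks. The best TEAD motif was at rank 8 here and at rank 8 in Supplementary Data 12, but these are different motifs. The paper's rank 8 is TEAD4, which was at rank 20 here, while the motif at rank 8 here has the string YCWGGAATGY. An NKX2 motif was ahead of the best TEAD motif in both, Nkx2.2 at rank 1 here and Nkx2.1 at the paper's rank 5. With exact strings, KLF5, RUNX2, Fosl2, the NFI half-site and KLF3 also came before the best TEAD motif.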

Other observations

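Both tests of how many libraries entered the authors' comparison were chosen only after their result was seen. The other tests of this part were written down before their results were known. No alternative biological explanation was tested for the patterns of this part except where one is named.

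The paper reports the Hippo pathway genes of Fig. 6d from RNA-seq, as upregulated in GFP high cells. In the ATAC-seq lists, 62 of the 68 peaks assigned to these 7 genes were opened, which is 91.2% (Wilson interval 82.1 to 95.9%), above all 10000 random gene lists, whose median was 48.5%. The random lists were matched on the number of peaks and not on the change in expression. The percentile therefore does not separate the Hippo pathway from other upregulated genes. All 7 genes had an opened peak, 3 of them also had a closed peak, 6 had an opened promoter peak and 0 had a closed one. *Yap1*, *Wwtr1*, *Tead4* and *Amotl2* each had 2 opened promoter peaks. The log2 fold changes in the authors' deposited table were 1.98 and 1.67 for *Yap1* (the first on chromosome 9 from 8004322 to 8004952), 3.47 and 3.33 for *Wwtr1* (the first on chromosome 3 from 57575451 to 57576388), 1.36 and 3.11 for *Tead4*, 1.09 and 1.69 for *Amotl2*, 2.71 for *Tead3* and 2.40 for *Ctgf*. *Ankrd1* had no listed promoter peak, and its strongest opened peak, 47526 bp from its start site, had a log2 fold change of 3.81 in the authors' deposited table.

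Searched over whole peaks, complete TEAD strings lay in the opened promoter peak of *Amotl2*, from 102717738 to 102717747 on chromosome 9, and in opened peaks 49311 bp from *Amotl2*, 48215 bp from *Ankrd1* and 149039 bp from *Ctgf*. An opened peak 4774 bp from the start site of *Hes1* held CCTGGAATGT from 30060430 to 30060439 on chromosome 16. The paper reports YAP1 binding at the *Notch2* promoter from ChIP-qPCR in GFP high cell lines (Fig. 6j). The opened promoter peak of *Notch2*, on chromosome 3 from 98013206 to 98014284, held CCAGGAATGT from 98014163 to 98014172 on the plus strand, and had a log2 fold change of 1.88 in the authors' deposited table. Of these sites, only the one 49311 bp from *Amotl2* lies in the central 200 bp from which the shares of peaks with a motif were computed. A further TEAD string, in an opened peak 30627 bp from *Hes1*, also lies in the central 200 bp. Another, in an opened peak 34322 bp from *Amotl2*, does not. The search covered the opened peaks of the Hippo genes, *Notch2*, *Hes1* and *Rest*, and found no site for *Yap1*, *Wwtr1*, *Tead3*, *Tead4* or *Rest*. Over whole peaks, 4.29% of all opened peaks held a TEAD string. Some sites would thus be found in any such set of opened peaks, and no excess at these genes was tested.

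Of the lung cell type markers of Fig. 1b, the AT1 markers had 30 of 31 peaks opened, the 99.77th percentile of random lists. The club cell markers had 24 of 27 opened (percentile 97.28), the ciliated cell markers 23 of 28 (percentile 94.53), the AT2 markers 16 of 23 (percentile 76.17) and the PNEC markers 8 of 29 (percentile 10.45). Of these 5 lists, only AT1 stood outside the central 95% of random lists, and the club cell list lay just inside. *Clic5*, without a listed promoter peak, had 18 of the 30 opened AT1 peaks, and *Scgb1a1* 12 of the 24 opened club cell peaks. The lists therefore do not favour AT1 over club cells. By single-cell RT-qPCR the paper reports lower AT1 than club cell markers, and its immunostaining detected CC10 but not AGER. The 8 opened peaks of the PNEC list were all assigned to *Chga*, whose 2 promoter peaks were closed with log2 fold changes of -3.29 and -2.85 in the authors' deposited table. Both promoter peaks of *Scgb1a1* (log2 fold changes 4.76 and 5.07) and both of *Rest* (2.67 and 1.72) were opened in the authors' deposited table. *Syp*, *Nme5* and *Dll3* had no listed peak. Of the genes of Fig. 2b, *Kcnc1* had 14 closed and 0 opened peaks, *Chgb* 2 closed and 0 opened, and *Olfm1* 5 closed and 4 opened.

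The 141 REST targets of the study had 1197 closed peaks among 1388 (86.2%, Wilson interval 84.3 to 88.0%), above all 10000 random lists, whose median was 53.9%. *Dner*, which is among the genes the paper studies as a REST target, had 16 closed and 1 opened peak. REST ChIP-seq peaks of the study, from GFP high SCLC cell lines, were more frequent in the opened peaks. Of the opened peaks, 212 (0.519%) overlapped a ChIP-seq peak, against 77 closed peaks (0.195%), a ratio of 2.67 (p = 6.33e-15, Fisher's exact test). With only the ChIP-seq peaks away from start sites, against all listed peaks, the ratio was 2.71 (p = 7.21e-06, Fisher's exact test). So 14.2% of the REST ChIP-seq peaks overlapped an opened and 5.16% a closed peak, while the accessible sites near REST targets mostly closed. REST binding was mapped in GFP high cells only, and the opened peaks cover 14.4 Mb against 10.9 Mb. Both favour overlap with opened peaks, so the 2 results need not conflict. The ChIP-seq and the ATAC-seq come from cell lines and from tumors, and the reason for the difference was not tested.

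Over 10000 permutations, opened peaks with a TEAD motif had a higher log2 fold change than those without, with medians of 3.65 and 2.89 in the authors' deposited table. This difference of 0.762 (p = 0.0001, the smallest that these permutations can give) fell to 0.491 among peaks over 1 kb from a start site, and it is consistent with the hypothesis that TEAD motifs mark the peaks that open most. A second hypothesis was that TEAD and AP-1 motifs occur together. AP-1 motifs were in 2.57% of the opened peaks with a TEAD motif and in 3.31% of those without, an odds ratio of 0.708 within GC strata (permutation test, p = 0.0519), so that no excess was seen.

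Promoter peaks were frequent among the weakly opened peaks and had a median log2 fold change of 1.71 in the authors' deposited table, against 3.25 for the other opened peaks. Among the closed peaks, promoter peaks were 20.4% of those with a change of up to 4-fold and 7.6% of the others, with medians of -2.32 and -2.69 for promoter and other closed peaks in the authors' deposited table. A technical explanation is a higher signal at promoters in all GFP high libraries, from library quality or scaling. It predicts that promoters used in every cell are listed too. Of 84 cytosolic ribosomal protein genes, 53.6% had an opened promoter peak and 0 a closed one, against 26.5% and 8.46% of the other 21840 protein-coding genes (p = 1.59e-07 for opened promoters, Fisher's exact test). The value is the one this explanation needs, and it suggests caution with opened promoter peaks of small fold change. It would also bring closed promoter peaks closer to 0, but smaller changes at promoters in both directions would do the same for both lists, and the lists do not separate these. A true rise in the use of these promoters in the non-NE cells was not tested and stays open.

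Cells of other types among the sorted GFP high cells could bring opened peaks near their own genes. Lists of 8 leukocyte, 6 endothelial and 6 fibroblast markers share no gene with each other, and whether the tumor cells express any of them was not analysed here. Endothelial markers had 16 of 64 peaks opened (percentile 7.79 of random lists) and fibroblast markers 10 of 23 (percentile 29.27), and leukocyte markers 16 of 25 (percentile 68.83). All 3 lists lie within the central 95% of random lists, so a contribution of these cell types cannot be told apart from chance. By the paper's methods, the stain for the sort included CD45 and CD31 as lineage markers for negative selection and CD24 for positive selection. Normal lung epithelial cells were not tested here, although the paper proposes infiltrating normal club cells in *Rbpj* mutant tumors. Opened promoter peaks were seen for *Cd68* (leukocytes), *Kdr* (endothelium) and *Col1a1* (fibroblasts), and closed ones for *Tek* and *Erg* (endothelium) and *Col1a2* (fibroblasts). These genes were chosen after their values were seen.

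The number of libraries in the authors' comparison could be read from the lists. Where a peak has almost no reads in 1 group, its fitted means fall on steps of the value of 1 read. These steps were 0.262 normalized reads for GFP neg cells (3.82 reads per unit) and 0.219 for GFP high cells (4.57 reads per unit, with a much weaker pattern), so that the size factors sum to 8.38. Size factors average near 1, and 16 separate runs would need a sum near 16, so this argues against the lanes having entered as separate replicates. With 3 libraries per group, as after merging the pairs from 1 mouse, 102 of 70700 peaks would have a standard error under the smallest that counting error allows, and with 4 libraries per group 0 would. The values are in line with 8 libraries of summed lanes, with the pairs from 1 mouse kept apart. In simulated lists of 4248 peaks with a known sum of 3.99 for 1 group, the same steps returned 3.99.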
